# Inter-embryo gene expression variability recapitulates the hourglass pattern of evo-devo

**DOI:** 10.1186/s12915-020-00842-z

**Published:** 2020-09-19

**Authors:** Jialin Liu, Michael Frochaux, Vincent Gardeux, Bart Deplancke, Marc Robinson-Rechavi

**Keywords:** Expression variability, Hourglass, Evo-devo

## Abstract

**Background:**

The evolution of embryological development has long been characterized by deep conservation. In animal development, the phylotypic stage in mid-embryogenesis is more conserved than either early or late stages among species within the same phylum. Hypotheses to explain this hourglass pattern have focused on purifying the selection of gene regulation. Here, we propose an alternative—genes are regulated in different ways at different stages and have different intrinsic capacities to respond to perturbations on gene expression.

**Results:**

To eliminate the influence of natural selection, we quantified the expression variability of isogenetic single embryo transcriptomes throughout fly *Drosophila melanogaster* embryogenesis. We found that the expression variability is lower at the phylotypic stage, supporting that the underlying regulatory architecture in this stage is more robust to stochastic variation on gene expression. We present evidence that the phylotypic stage is also robust to genetic variations on gene expression. Moreover, chromatin regulation appears to play a key role in the variation and evolution of gene expression.

**Conclusions:**

We suggest that a phylum-level pattern of embryonic conservation can be explained by the intrinsic difference of gene regulatory mechanisms in different stages.

## Background

Both morphological and transcriptomic surveys have proposed an “hourglass” model of evo-devo [1, 2]. The mid-development phylotypic stage is more conserved than both early and late development [3–7]. Currently, the proposed mechanisms for this pattern are mainly based on how natural selection shapes the outcome of regulatory variation on gene expression. The first hypothesis interpreted high conservation as a result of negative selection [1, 2, 8]. For example, Raff suggested a high inter-dependence in signaling among developmental modules in middle development, so expression changes underlying this stage will generally be deleterious and under negative selection. An alternative hypothesis, however, argues that high conservation can also be the result of variation being less visible to positive selection [9, 10]. In this scenario, embryonic development is more likely to evolve when ecological niches demand it. For example, variation in early development can result from adaptation to diverse ecological circumstances [11]. To distinguish the two hypotheses, Zalts and Yanai [6] compared the expression variation of 20 *Caenorhabditis elegans* mutation accumulation strains across embryonic development and found that the nematode phylotypic stage has lower expression variation. Since mutation accumulation experiments mostly remove the effect of positive selection, this study indicates that positive selection is not necessary to obtain an hourglass pattern of expression evolution.

The hourglass pattern may also result from the regulatory mechanisms of genes at different stages having a different inherent tendency to respond to perturbations. Under this hypothesis, the outcome of regulatory mutations on gene expression would be biased, and this might impact the patterns of expression divergence between species, even in the absence of patterns of natural selection. For example, genes regulated by redundant enhancers are more robust to genetic variation on gene expression [12, 13]. In addition, broad promoters (which initiate transcription at dispersed regions) are more robust to mutations than narrow ones (which initiate transcription at precise positions) [14]. What is more, chromatin regulators can act as capacitors to buffer expression divergence between species [15]. Gene expression can vary among isogenic individuals in homogenous environments [16–20], suggesting widespread stochastic perturbations during transcription. For example, gene expression can be perturbed by the random distribution of molecules at cell division or by the inherent randomness of biochemical reactions with low molecule numbers [18, 21]. It has been suggested that mechanisms which confer robustness to environmental or stochastic perturbations on gene expression could also buffer the effects of genetic perturbations [22–24]. Under this hypothesis, we can use these stochastic perturbations of gene expression to estimate how expression responds to random genetic perturbations at different stages. If the phylotypic stage is more robust to genetic perturbations on gene expression, we should observe low inter-embryo expression variability at this stage, even among isogenic embryos in constant conditions.

In this study, we built a single embryo transcriptome time series across fly embryonic development, with a high number of isogenic replicates. Using this dataset, we investigated the developmental patterns of expression variability and found that the expression variability recapitulates an hourglass pattern, with the minimum of noise at extended germband, the phylotypic stage.

## Results

### Single embryo RNA-seq profile over embryogenesis

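Single embryos of Drosophila melanogaster were measured with BRB-seq, a method in which the RNA of each sample receives a barcode, the barcoded samples are pooled into a library and only the 3′ end of each transcript is read. The deposited table holds the number of reads the authors counted with HTSeq on each of 17698 genes in 288 samples, without normalization. The paper names the BDGP6 genome with Ensembl release 91 for this step. The samples were 39 at E1, 38 at E2, 36 at E3, 31 at E4, 32 at E5, 30 at E6, 39 at E7 and 43 at E8. The paper gives the age as 2.5 to 3 h after egg laying at E1, with intervals of 3 h between stages, while the sample labels give windows from 2 to 3 h at E1 to 23 to 24 h at E8. The samples came from 4 libraries, of 48, 48, 96 and 96 samples.

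The total count on protein-coding genes ranged from 5918 to 24787342 per sample, with a median of 3859672. The median per stage was 6573830 at E1, 6559712 at E2, 5941673 at E3, 4488055 at E4, 4888076.5 at E5, 2077662 at E6, 2119097 at E7 and 1353688 at E8. The lowest and highest totals were 14121 and 22026248 at E1, 48049 and 21462593 at E2, 818543 and 18905261 at E3, and 15944 and 19419620 at E4. They were 14267 and 20551807 at E5, 5918 and 24787342 at E6, 151225 and 15930847 at E7, and 12243 and 11331708 at E8. No 2 samples had identical counts, and every sample was counted once. Among the embryos later used for variability, the most similar pair within a stage differed by a chi-square of 25.4 per degree of freedom. Other samples, and pairs from different stages, were checked only for identical counts.

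From the counts, the steps of the paper's methods were repeated: a filter on samples, a filter on genes at a mean cpm above 1, quantile normalization to log2 cpm in voom, ComBat over the libraries, and setting values below 0 or with a count of 0 to 0. Protein-coding genes were taken from Ensembl release 115, which matched 17560 of the genes; the other 138 held 1.43% of the counts and were left out. Depth differs between stages, also among the embryos used for variability, so each of those was also thinned to 300000 counts.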

We generated 288 single embryo 3′ end transcriptomes using bulk RNA barcoding and sequencing (BRB-seq) [25], at eight developmental stages covering the whole fly embryogenesis, with 3 h intervals (Fig. 1a). After quality control, 239 samples were kept (Additional file 1: Figure S1, S2). 

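With limits of 300000 counts on protein-coding genes and 4500 genes with a count above 0, 250 of the samples passed. All 38 samples that failed had fewer counts than the limit, and 32 of them also had too few genes. The failures were 3 at E1, 4 at E2, 0 at E3, 5 at E4, 6 at E5, 8 at E6, 6 at E7 and 6 at E8. They were uneven between libraries: 48 of 48 samples passed in the library E1_1, 46 of 48 in E1_2, 93 of 96 in E2 and 63 of 96 in E3 (these are names of libraries, not stages). When a gene had to reach a count of 5 to be called expressed, 213 samples passed.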

On average, we obtained over 5 million uniquely mapped reads of protein-coding genes per embryo. 

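The mean total on protein-coding genes was 5562810 counts over all samples and 6392380 over those that passed quality control. The median was 10038162 counts in the library E1_1, 4475455.5 in E1_2, 4689558.5 in E2 and 926370 in E3.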

Based on multidimensional scaling analysis (MDS), 150 embryos follow the developmental trajectory, while there is a small cluster of 89 embryos collected at different time points mixed together (Fig. 1b). 

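The position of the small cluster was taken from the red lines of Fig. 1b, and the distance was either Spearman's or Pearson's correlation, whichever gave numbers per stage closer to those under the boxes of Fig. 2. That rule chose Spearman's correlation, with a summed difference of 3 embryos against 4. The cluster then held 97 samples and 153 embryos lay outside it. Of the samples in the cluster, 25 were collected at E1, 10 at E2, 9 at E3, 12 at E4, 5 at E5, 4 at E6, 9 at E7 and 23 at E8. Pearson's correlation left 154 embryos outside and Euclidean distance 153.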

The samples in this cluster appear to be unfertilized eggs (Additional file 1: Figure S3). All further analysis was performed only on the 150 fertilized embryos.

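The embryos outside the cluster numbered 11 at E1, 24 at E2, 27 at E3, 14 at E4, 21 at E5, 18 at E6, 24 at E7 and 14 at E8, a mean of 19.1 per stage. Fig. 2 gives the same numbers except at E7, where it has 21. Their median total was 6072822 counts, from 377740 to 24787342. By stage the median total was 6059775 counts at E1, 9612291.5 at E2, 6135829 at E3, 5183327 at E4, 8628667 at E5, 7760889.5 at E6, 4126797.5 at E7 and 1850355 at E8. No embryo of E8 came from the libraries E1_1 or E1_2, so stage and library were not balanced.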

**Fig. 1.**
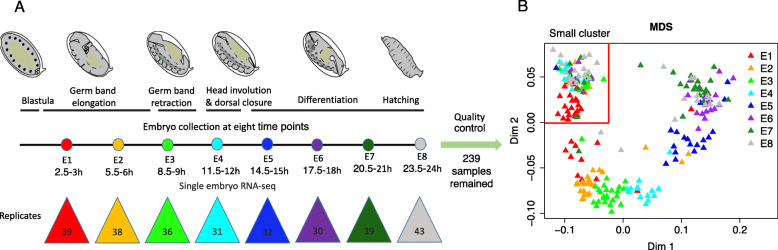
Studying the expression variability throughout embryogenesis. **a** Methods outline. We performed single embryo BRB-seq [25] at eight developmental stages, indicated by different colored dots. The number of samples collected at each stage is indicated in the colored triangles. Embryo images are adapted from Levin et al. [30]. **b** Multidimensional scaling analysis (MDS) of 239 high-quality samples. Different colors indicate different stages. The samples can be split into two groups: a small cluster in the top-left delimited by two red lines, and the remaining samples, which are organized according to the embryonic stage

### The phylotypic stage is robust to stochastic perturbations on gene expression

We measured expression variability as adjusted SD and standard deviation (SD) of expression between replicates corrected for expression level (the “Materials and methods” section; Additional file 1: Figure S4-6). This expression variability follows an hourglass pattern overall, with a global minimum at E3 (Fig. 2), corresponding to the phylotypic stage of flies [7]. 

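The expected SD of each gene was predicted from its mean expression over all embryos by a polynomial, whose degree rose until a further term gave no improvement; it stopped at degree 5. The adjusted SD of a gene at a stage was its SD between the embryos of that stage over the expected SD. Since embryos and not genes are the replicates, each embryo was also given a single value, the median over genes of its distance from the stage mean in units of the expected SD. On simulated expression values with a true ratio of 0.75 between the SDs of E3 and E1, the calculation gave 0.762, and for a true ratio of 0.6 between E3 and E7 it gave 0.599. Another simulation used the real stage means and an equal spread in every stage, and 1 embryo of E1 was moved to the mean profile of E6. This raised the median SD of E1 from 0.602 to 0.733. The median MAD, a measure of spread that a few embryos change less, rose from 0.557 to 0.6002.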

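The median adjusted SD over 9606 genes was 0.738 at E1, 0.602 at E2, 0.571 at E3, 0.592 at E4, 0.707 at E5, 0.648 at E6, 0.965 at E7 and 0.935 at E8. The bootstrap SD of these medians over the choice of embryos was 0.108 at E1, 0.0624 at E2, 0.0322 at E3, 0.0326 at E4, 0.0302 at E5, 0.0304 at E6, 0.0554 at E7 and 0.0786 at E8. A permutation test over embryos (two-sided, 100000 resamples, Benjamini-Hochberg adjustment over 9 comparisons) was run on the single values of the embryos. The differences printed with it are those of the median adjusted SD. The means of the single values differed by -0.144 between E3 and E1, -0.305 to E7 and -0.300 to E8. The test gave a lower value at E3 than at E1 (difference of medians -0.166, adjusted p = 0.00322). The difference of medians was -0.135 to E5, -0.394 to E7 and -0.363 to E8. Each had an adjusted p = 3e-05 from a raw permutation p = 1e-05, the smallest these resamples can give. It was -0.0763 to E6 (adjusted p = 0.00372 in the permutation test). The differences to E2 (-0.0303, adjusted p = 0.424 in the permutation test) and to E4 (-0.0206, adjusted p = 0.368) could not be told from the spread between embryos.

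**Figure D1:**
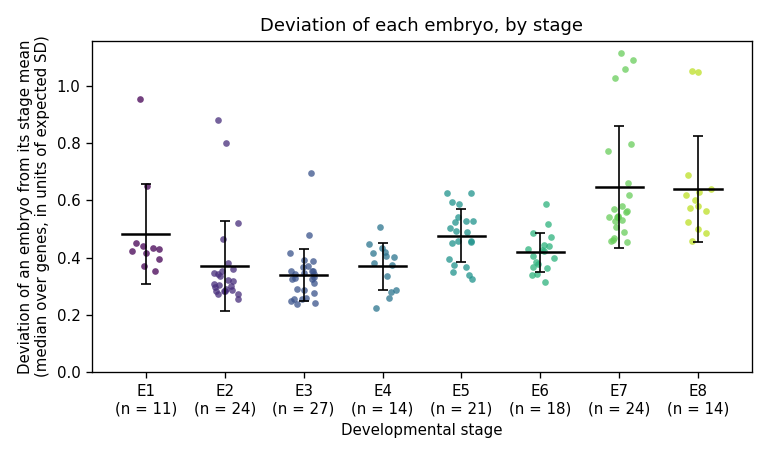
Deviation of each of the embryos from its stage mean, as the median over genes in units of the expected SD, by stage. Points are embryos, lines the means and bars the SD between embryos. The mean is 0.340 at E3 and 0.645 at E7, where the 4 highest embryos lie between 1.03 and 1.11.

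Single embryos weighed on the early stages. Without the embryo of E1 farthest from its stage mean, which was most alike to the mean of E6, the median at E1 was 0.6248 and the difference between E3 and E1 was -0.0534 (adjusted p = 0.109 in the permutation test). With the MAD in place of the SD, the medians were 0.494 at E1, 0.411 at E2, 0.477 at E3, 0.477 at E4, 0.609 at E5, 0.531 at E6, 0.708 at E7 and 0.701 at E8, so that E2 was lowest and the difference between E3 and E1 was -0.0171 (adjusted p = 1 in the permutation test).

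Over the 119 embryos more alike to the mean of their own stage than to any other, an alternative chosen after the values were seen, the medians were 0.429 at E1 with 6 embryos, 0.511 at E2, 0.546 at E3, 0.613 at E4, 0.701 at E5, 0.669 at E6, 0.7597 at E7 and 0.839 at E8, so that E1 was lowest. E3 stayed below E5, E7 and E8 there (each with an adjusted p = 3e-05 from the smallest permutation p).

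The paper's materials at hand do not list its embryos, and 24 were used at E7 against the paper's 21. The deviations of those 24 embryos were 0.453, 0.457, 0.460, 0.468, 0.491, 0.506, 0.528, 0.531, 0.542, 0.543, 0.543, 0.545, 0.561, 0.564, 0.5678, 0.579, 0.6197, 0.661, 0.772, 0.795, 1.03, 1.06, 1.09 and 1.11. Over all 250 samples that passed quality control, the small cluster included, the medians were 0.672 at E1, 0.687 at E2, 0.679 at E3, 0.823 at E4, 0.851 at E5, 0.860 at E6, 1.00 at E7 and 1.01 at E8, with E1 lowest and a difference of 0.00706 between E3 and E1. Over all 288 samples E3 was lowest, at 0.623. That set adds samples that failed quality control to every stage except E3, so it cannot show a low point at E3. The paper reads the low point at E3 as the waist of an hourglass and notes that E3 is the phylotypic stage of flies.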

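The median adjusted SD at E6 was below that of E5 by a difference of -0.0592 (adjusted p = 0.0433) and below that of E7 by a difference of -0.317 (adjusted p = 4.5e-05), both from the permutation test over embryos. The step from E5 to E6 lost its side of the 0.05 threshold in most alternatives: with each embryo thinned to the same depth it was -0.0206 (adjusted p = 0.280 in the permutation test), and over all samples that passed quality control it had the opposite sign, 0.00879. Over the 119 embryos most alike to their own stage, an alternative chosen after the values were seen, the difference to E7 was -0.0902 (adjusted p = 0.169 in the permutation test).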

There is also a local minimum at E6. This is consistent with the pattern of transcriptome divergence between fly and mosquito *Anopheles gambiae*, with the global minimum at E3 and a local minimum at E6 [26]. We did not find any significant functional enrichment for genes which follow the hourglass variability pattern. Essential genes, and highly connected genes, have lower variability (Additional file 1: Figure S7), as observed in yeasts [27, 28], which indicates that variability is generally detrimental. Overall, expression variability is not equally distributed throughout embryogenesis, and the variability is lower at the phylotypic stage, supporting the hypothesis that the regulatory mechanisms at the phylotypic stage are more robust to stochastic perturbations on gene expression.

**Fig. 2.**
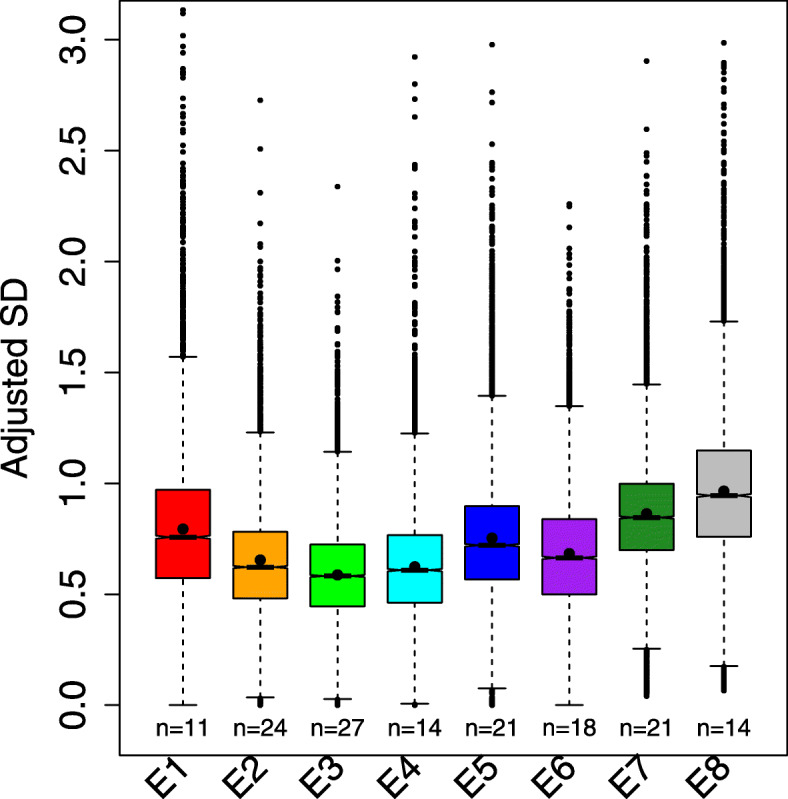
The phylotypic stage (E3) has lower expression variability. The number of individual samples in each development stage is indicated below each box. The lower and upper intervals indicated by the dashed lines (“whiskers”) represent 1.5 times the interquartile range (IQR), and the box shows the lower and upper intervals of IQR together with the median. The black dot in each box indicates the mean. We performed pairwise Wilcoxon tests between any two stages to test the significance. The multiple test corrected *p* values (Benjamini-Hochberg method) are shown in Additional file 2: Table S1; they are all < 10^−7^

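Wilcoxon tests over the 9606 genes, with Benjamini-Hochberg adjustment over the 28 pairs of stages, gave an adjusted p of 1.09e-06 or less for every pair. Genes measured in the same embryos are not independent replicates, so these values describe the embryos at hand; the pairs of E3 with E2 and with E4, which are among the 28, were not separated by the permutation test over embryos.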

### Testing potential confounding factors of hourglass variability pattern

Our observations are robust to the use of different variability metrics (Additional file 1: Figure S8). 

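The coefficient of variation had medians of 0.505 at E1, 0.420 at E2, 0.386 at E3, 0.426 at E4, 0.525 at E5, 0.486 at E6, 0.667 at E7 and 0.651 at E8. The distance to median was -0.172 at E1, -0.363 at E2, -0.373 at E3, -0.294 at E4, -0.150 at E5, -0.179 at E6, 0.0879 at E7 and 0.0520 at E8. Both were lowest at E3, with E2 the next lowest. In Wilcoxon tests over genes, 25 of the 28 pairs of stages had an adjusted p under 0.05 for the coefficient of variation and 26 for the distance to median. The interquartile range, which is not among the paper's metrics, was lower at E2 than at E3 by a difference of 0.0541.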

Based on bootstrap analysis (“Materials and methods” section), we confirmed that all the stages, excepting E4, are robust to the choice of samples used to calculate noise (Additional file 1: Figure S9). Bootstrap results also suggest that the minimum variability extends over E3 to E4. 

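The embryos of each stage were drawn 100 times with replacement. The mean of the median adjusted SD over the draws was 0.655 at E1, 0.561 at E2, 0.546 at E3, 0.541 at E4, 0.681 at E5, 0.6104 at E6, 0.920 at E7 and 0.865 at E8. The lowest stage was E3 in 30 draws, E4 in 28, E2 in 27 and E1 in 15. E3 lay below E5, E7 and E8 in 100 of the draws and below E6 in 95. E2 lay below E3 in 37 draws and E3 below E4 in 46. Drawing with replacement repeats embryos and lowers the SD, more so in stages with few embryos. The median fell from 0.738 to 0.655 at E1 with 11 embryos, and from 0.592 to 0.541 at E4 with 14. At E3, with 27 embryos, it fell from 0.571 to 0.546. These counts of draws thus favour E1 and E4 over E3.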

To check whether high variability at E1 is related with a low number of embryos at this stage, we sampled the same number of embryos for each stage (8 embryos, without replacement) and re-calculated the median variability across genes. We repeated this process 500 times and compared the median of variability over development. The pattern is similar, with a minimum at E3 (Additional file 1: Figure S10). 

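With 8 embryos per stage drawn 100 times without replacement, the mean of the median adjusted SD was 0.717 at E1, 0.535 at E2, 0.527 at E3, 0.566 at E4, 0.676 at E5, 0.617 at E6, 0.919 at E7 and 0.9005 at E8. The SD over draws was 0.0980 at E2 and 0.0575 at E3, larger than the distance between those stages. E3 was lowest in 45 draws, E2 in 43, E4 in 8, E6 in 3 and E1 in 1. E1 stayed above E3 at this equal number, with a difference between E3 and E1 of -0.190. With the MAD in the same design, an alternative chosen after the values were seen, E2 was lowest in 78 draws and E3 in 15.

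**Figure D2:**
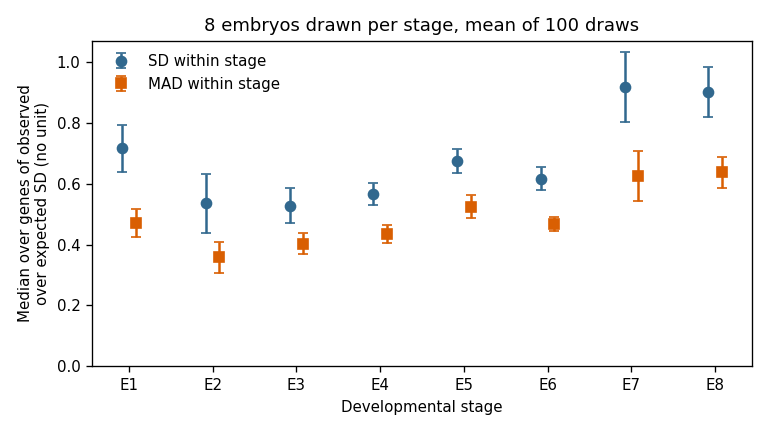
Median over genes of the observed over the expected SD by stage, with the SD or the MAD as the measure of spread within a stage. Points are means and bars the SD over 100 draws of 8 embryos per stage. With the SD, E2 and E3 lie at 0.535 and 0.527, and with the MAD at 0.358 and 0.403.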

Another potential source of bias is maternal transcripts. The embryo transcriptome is dominated by zygotic transcripts as soon as 2.5 h after egg laying [29], so the high variability in E1 and E2 is not directly caused by maternal transcripts; we confirmed this by removing all maternally expressed genes (Additional file 1: Figure S11). Finally, the variation in the expression variability could either be due to changes in the set of active genes, with genes differing in their intrinsic variability levels, or to genome-wide changes in the regulation of variability. To test this, we reproduced our results restricted to the subset of genes which are expressed at all stages. 

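The text does not define expression at all stages, so a gene was taken as expressed at all stages with a mean cpm above 1 at each of them, which 7769 genes met. Their median adjusted SD was 0.761 at E1, 0.622 at E2, 0.599 at E3, 0.624 at E4, 0.699 at E5, 0.638 at E6, 0.962 at E7 and 0.932 at E8. E3 had the lowest value, while the difference between E3 and E6 shrank to -0.0388 (adjusted p = 0.150 in the permutation test over embryos) and that between E6 and E5 was -0.0604 (adjusted p = 0.0740).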

Under the first explanation, we would expect to lose the hourglass variability pattern, but the pattern is maintained (Additional file 1: Figure S12), suggesting that the lower variability at E3 is due to genome-wide regulation mechanisms more than to changes in the gene set.

### Mutational robustness shapes the hourglass expression divergence pattern

Several studies have suggested that mechanisms which confer robustness to stochastic variations can also buffer the effects of genetic variations [22–24]. This raises the possibility that the regulatory mechanisms at the phylotypic stage might also be characterized by stronger robustness to genetic perturbations on gene expression. In this scenario, we should expect relatively low regulatory sequence conservation for the stage with high gene expression conservation [7]. Indeed, mutations that are buffered would behave nearly neutrally. To test this hypothesis, we identified genes specifically expressed in each stage and compared sequence conservation of their core promoter regions between species (49 bp upstream transcription start site (TSS) to 10 bp downstream of the TSS as defined by Dreos et al. [31]; phastCons score [32]). We found that genes specific of E3 have a relatively weak promoter sequence conservation (Fig. 3a). This pattern remains using 200-bp or 400-bp regions around TSS but disappears using 1-kb regions (Additional file 1: Figure S13). Using transcriptome indexes of conservation (mean promoter sequence conservation weighted by expression), we can extend this observation to the full transcriptome (Fig. 3b). E3 has a relatively low index, again showing that genes expressed at this stage tend to have low promoter sequence conservation. These results support a role of buffering effects on regulatory mutations in the hourglass pattern of expression divergence in fly embryogenesis.

**Fig. 3.**
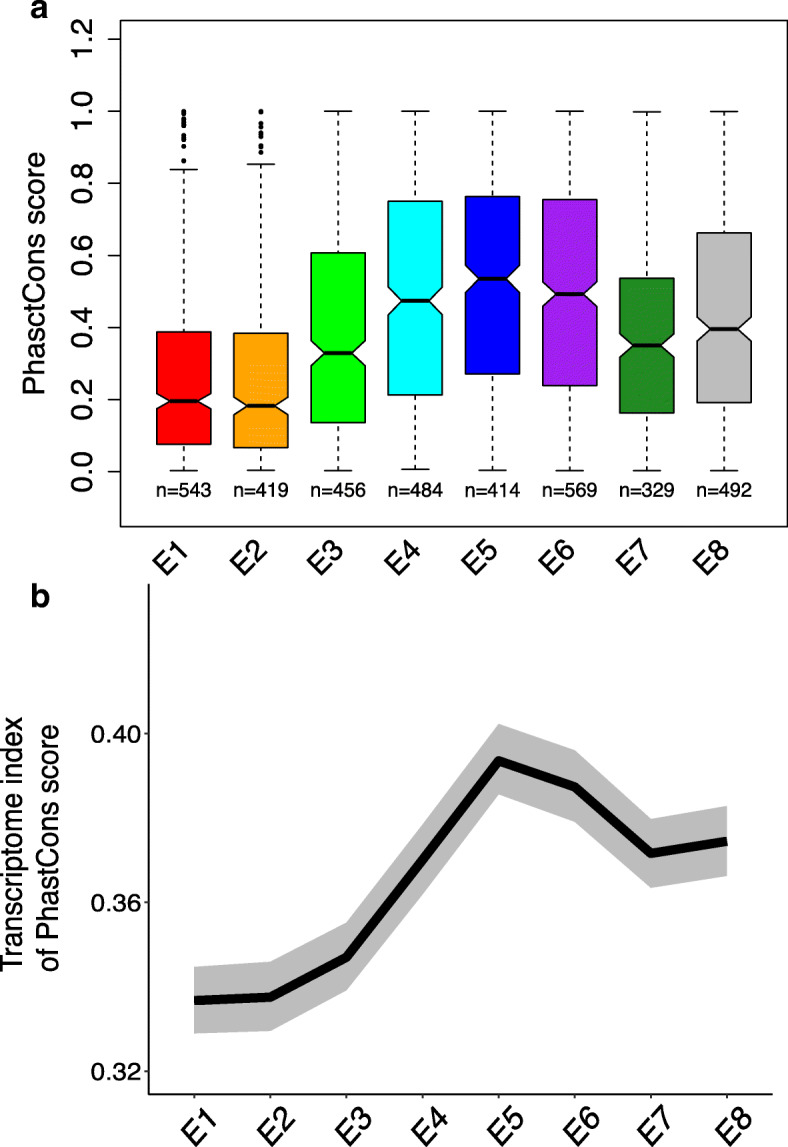
Promoter sequence conservation across embryogenesis. **a** Variation of promoter sequence conservation for stage-specific genes. Higher phastCons score means higher conservation. The lower and upper intervals indicated by the dashed lines (“whiskers”) represent 1.5 times the interquartile range (IQR), and the box shows the lower and upper intervals of IQR together with the median. The number of genes in each development stage is indicated below each box. The multiple test corrected *p* values (Benjamini-Hochberg method) between any two stages are shown in Additional file 2: Table S2. **b** Transcriptome index of promoter phastCons score across development. The gray area indicates 95% confidence interval

### Histone modifications and expression variability

To investigate the mechanisms which minimize expression variability, we focused on histone modifications. It has been suggested that histone modifications play a prominent role in regulating expression variability between cells (cell-to-cell expression variability) [33, 34, 35–37], between individuals (individual-to-individual expression variability) [19], and between environments (expression plasticity) [38]. To systematically study the role histone modifications play in relation to expression variability between embryos, we analyzed three active histone modifications (H3K4Me3, H3K9Ac, and H3K27Ac) at six developmental stages from modENCODE [39]. For each gene, we calculated the mean modification signal (background-subtracted tag density) of its proximal promoter region (2 kb upstream to 2 kb downstream for TSS). We found that higher modification signal genes tend to have lower variability for all histone modifications (Fig. 4), supporting a role in minimizing expression variability.

**Fig. 4.**
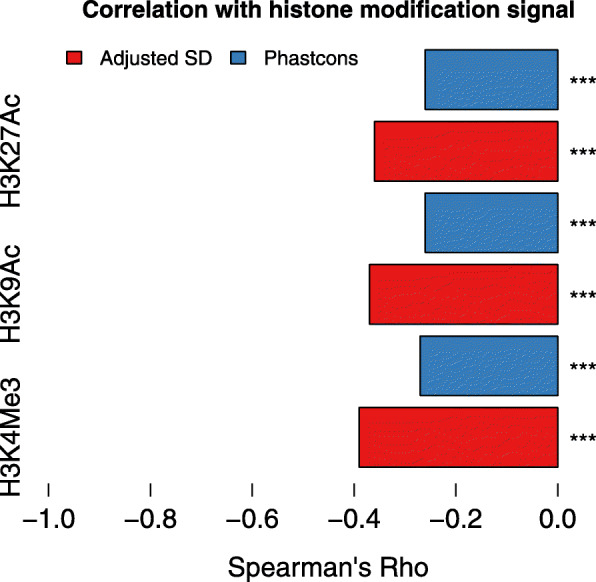
Histone modification signal, expression variability, and promoter sequence conservation. Red represents Spearman’s correlation coefficient between histone modification signal and expression variability; blue represents spearman’s correlation coefficient between histone modification signal and promoter sequence conservation. Here, for each gene, both its variability and its histone modification signal are the mean value across stages. ***p value < 10^−16^

It has been found that, relative to narrow promoters, broad promoters were highly enriched with H3K9Ac [40], and Additional file 1: Figure S14). In addition, genes with broader promoters tend to have lower expression variability [41], and Additional file 1: Figure S15). These observations indicate that the negative correlation between histone modification signal and expression variability could be explained by promoter shape. After controlling the effects of promoter shape, however, we still found a strong negative correlation (Spearman’s rho − 0.34, − 0.32, − 0.32 for H3K4Me3, H3K9Ac, and H3K27Ac, respectively). Interestingly, the correlation between promoter shape index and expression variability is much weaker (Spearman’s rho 0.08), after controlling for histone modification signal.

### Histone modifications and promoter sequence conservation

To study the relationship between histone modifications and promoter sequence evolution, we analyzed the correlation between histone modification signal and promoter sequence conservation. We found that genes with higher histone modification signal tend to have less conserved core promoter regions between species (Fig. 4). Since histone modifications are enriched in highly expressed genes [42], and selective pressure against mutations changing gene expression level is stronger in highly expressed genes [43], genes with higher histone modification signal might be expected to have more conserved promoter sequence conservation. Our observation of the inverse pattern suggests that genes with higher histone modification signal are under stronger buffering effect, thus less sensitive to mutations in their regulatory regions, and are thus less conserved.

### Higher histone modification signal at the phylotypic stage

The relation between histone modifications and expression variability raises the possibility that the pattern of expression variability across development could be partially driven by changes in histone modification signal. To compare histone modification signal between stages, we normalized the promoter signal by that on intergenic regions (the “Materials and methods” section), which are not expected to change histone modification signal between stages. All normalized histone marks present an hourglass-like pattern, with the highest signal at 8–12 h, corresponding to E3 and E4, i.e., the lowest expression variability (Fig. 5). Generally, these results show that histone modification signal changes over development, with a correspondence between stronger histone modification signal and lower expression variability, consistent with our hypothesis.

**Fig. 5.**
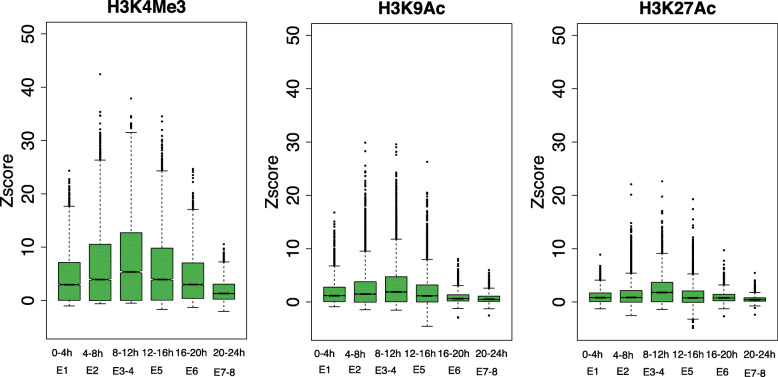
Histone modification signal (*Z* score relative to intergenic signal) across embryogenesis. Corresponding stages of our expression variability data are indicated below. The lower and upper intervals indicated by the dashed lines (“whiskers”) represent 1.5 times the interquartile range (IQR), and the box shows the lower and upper intervals of IQR together with the median. The multiple test corrected *p* values (Benjamini-Hochberg method) between any two stages are shown in Additional file 2: Table S3-S5

## Discussion

In this work, we found an uneven distribution of isogenic inter-individual expression variability, and thus of robustness of the process of gene expression, across development. This mirrors the hourglass evo-devo pattern [1, 2]. Stage E3 is the most robust to a stochastic variation on gene expression, with lower expression variability, and is the phylotypic stage of fly, with a conservation between species [7].

The hourglass pattern has been mainly interpreted as a signal of increased negative selection on gene regulation at mid-development, the phylotypic stage [1, 2, 4, 6, 8], although it may also result from an increased positive selection at both early and late development [6, 9, 10, 44]. However, our finding that genes expressed at distinct stages show distinct patterns of variability suggests an alternative, although not exclusive, model: genes expressed at the phylotypic stage utilize different regulatory strategies, which respond differently to perturbations. Thus, we should not expect divergence in gene expression to be equally likely at all stages even without natural selection on this divergence. The natural selection, instead, could be in part in the control of expression variability in individuals.

Consistent with previous observations in *Arabidopsis thaliana* [19], we found that histone modification is an important determinant of expression variability between multicellular individuals. Interestingly, histone modification also plays a role in regulating expression variability between single cells [33, 34, 35–37]. For example, a gene’s expression variability can be changed by modulating histone acetylation level of its promoter [35]. In addition, histone modifications are also associated with expression variability between environments [38]. In line with these results, we found that higher histone modification genes have less conserved promoter sequences, suggesting that histone modification might also buffer genetic variations on gene expression. Although there is no direct experimental validation, it has been found that deleting chromatin regulators tends to increase the expression divergence between species [15]. Since the sources of expression variability discussed above are quite different, the chromatin structure appears to be an important regulator of the robustness of gene expression under different types of perturbations.

While we found that genes specific of embryonic stages with lower expression divergence (E3, E4, E5, E6) generally have higher sequence conservation of promoters, the phylotypic stage (E3) does not have the highest promoter sequence conservation, suggesting that the lowest expression divergence at this stage is driven at least in part by mutational robustness. Our analyses have two potential caveats. First, our results were based solely on promoter analysis, and it remains to be seen how much these observations extend to other regulatory elements. Second, we only considered nucleotide substitution changes, but not promoter turnover. For large effect mutations, such as insertion, deletion, and turnover, purifying selection may be more efficient than mutational robustness to keep conserved expression level. For example, Piasecka et al. [45] found the neighborhood of genes specifically expressed in the phylotypic stage of zebrafish to be enriched with transposon free regions and long conserved non-coding elements, indicating stronger purifying selection for large effect mutations in the phylotypic stage. So, it is possible that both purifying selection and mutational robustness together shape the lower expression divergence in the fly phylotypic stage.

Although mutational robustness can evolve under natural selection theoretically [46], the conditions are too restrictive to be relevant in practice. In contrast, selection for robustness to environmental or stochastic variations can have a clear fitness advantage (individual-based and immediate). Thus, we propose that mutational buffering is a by-product of selection for minimizing such expression variability. The exact roles of natural selection and of histone modifications in the patterns that we observe remain to be tested, as does the generality of our observations beyond *D. melanogaster*. Our results support an important role for the control of expression variability in embryonic gene expression and in the evolution of development. We propose that selection for robustness to stochastic and to environmental perturbations in a key embryonic stage has led to the evolutionary conservation over large time scales which characterizes the phylotypic stage.

## Conclusions

Overall, we suggest that the phylotypic stage is characterized by selection for robustness to stochastic and environmental perturbations. This could lead to mutational robustness, thus evolutionary conservation of expression and the hourglass pattern.

## Materials and methods

### Embryo collection and RNA extraction

Fly lines (w^1118^) were obtained from the Bloomington Stock Center and reared at room temperature on a standard fly medium with a 12-h light-dark cycle. The fly medium we used is composed of 6.2 g agar powder (ACROS N. 400400050), 58.8 g Farigel wheat (Westhove N. FMZH1), 58.8 g yeast (Springaline BA10), 100 mL grape juice; 4.9 mL propionic acid (Sigma N. P1386), 26.5 mL of methyl 4-hydroxybenzoate (VWR N. ALFAA14289.0) solution (400 g/L) in 95% ethanol, and 1 L water. One hundred to 150 flies were transferred to cages, which were sealed to a grape agar plate (1:1 mixture of 6% agar and grape juice). We used 4 separate cages to collect the embryos. The adults were kept overnight on this plate before being transferred to a new plate supplemented with yeast paste. Synchronization of eggs on this plate lasted for 2 h before being swapped with a new plate supplemented with yeast paste. We let the adults lay eggs for 30 min before removing the plate and letting the eggs incubate for the desired time.

Eggs were harvested using the following protocol. First a 1:1 bleach (Reactolab 99412) 1× PBS mix was poured on the plate and incubated for 2 min. During this incubation, we used a brush to lightly scrape the surface to mobilize the embryos. We then poured the PBS-bleach mixture through a sieve, washed the plate with 1× PBS, and poured the wash on the same sieve. We washed the sieve several times with 1× PBS until the smell of bleach disappeared. Single embryos were then manually transferred to Eppendorf containing 50 μL beads and 350 μL TRIzol (Life Technologies AM9738). The tubes were homogenized in a Precellys 24 Tissue Homogenizer at 6000 rpm for 30 s. Samples were then transferred to liquid nitrogen for flash freezing and stored at − 80 °C. For RNA extraction, tubes were thawed on ice, supplemented with 350 μL of 100% ethanol before homogenizing again with the same parameters. We then used the Direct-zol™ RNA Miniprep R2056 Kit, with the following modifications: we did not perform DNAse I treatment, we added another 2 min centrifugation into an empty column after the RNA Wash step, finally elution was performed by adding 8 μL of RNAse-free water to the column, incubation at room temperature for 2 min, and then centrifugation for 2 min. RNA was transferred to a low-binding 96-well plate and stored at − 80 °C.

### Bulk RNA barcoding and sequencing

The BRB-seq is a technique for multiplexed RNA-seq [25] which is able to provide high-quality 3′ transcriptomic data at a low cost (e.g., 10-fold lower than Illumina Truseq Stranded mRNA-seq). The data (fastq files) generated from BRB-seq are multiplexed and asymmetrical paired reads. Read R1 contains a 6-bp sample barcode, while read R2 contains the fragment sequence to align to the reference genome.

#### Library preparation

RNA quantity was assessed using picogreen (Invitrogen P11496). Samples were then grouped according to their concentration in 96-well plates and diluted to a final concentration determined by the lowest sample concentration on the plate. RNA was then used for gene expression profiling using BRB-seq. In short, the BRB-seq protocol starts with oligo-dT barcoding, without TSO for the first-strand synthesis (reverse transcription), performed on each sample separately. Then, all samples are pooled together, after which the second strand is synthesized using DNA PolII Nick translation. The sequencing library is then prepared using cDNA augmented by an in-house-produced Tn5 transposase preloaded with the same adapters (Tn5-B/B), and further enriched by limited-cycle PCR with Illumina compatible adapters. Libraries are then size-selected (200–1000 bp), profiled using High Sensitivity NGS Fragment Analysis Kit (Advanced Analytical, #DNF-474), and measured using Qubit dsDNA HS Assay Kit (Invitrogen, #Q32851). In total, we generated four libraries. For details of the library information, please check Additional file 2: Table S13.

#### Sequencing

Libraries were mixed in equimolar quantities and were then sequenced on an Illumina Hi-Seq 2500 with pair-end protocol (read R2 with 101 bp) at the Lausanne Genomic Technologies Facility.

### RNA-seq analysis

#### Generating expression matrix

The fastq files were first demultiplexed by using the “Demultiplex” tool from BRB-seqTools suite (available at https://github.com/DeplanckeLab/BRB-seqTools). Then, we trimmed the polyA sequences of the demultiplexed files by using the “Trim” tool. Next, the STAR aligner [47] was used to map the trimmed reads to the reference genome of fly *Drosophila melanogaster* (BDGP6, Ensembl release 91 [48]). Finally, the read count of each gene was obtained with HTSeq [49].

#### Filtering samples and genes

Low-quality samples need to be filtered out, since they might bias the results of downstream analyses. In order to assess sample quality, we calculated the number of uniquely mapped reads and of expressed genes for each sample [50]. We removed samples with < 0.3 million uniquely mapped reads or with < 4500 expressed genes (Additional file 1: Figure S1). We confirmed that these filtered samples are indeed outliers in a multidimensional scaling analysis (MDS) (Additional file 1: Figure S16). Since lowly expressed genes have a larger technical error, to minimize the technical noise, we need to remove lowly expressed genes as well. We first calculated counts per million (cpm) with the edgeR package [51] for each gene. Then, we removed genes with mean cpm across samples ≤ 1, as suggested by Lun et al. [50]. Finally, for the remaining genes, we re-transformed their cpm values to the original count values for the downstream normalization analysis. After filtering, we obtained an expression count matrix with 239 samples (Additional file 1: Figure S2) and 8004 protein-coding genes.

#### Normalization and batch effect correction

Because BRB-seq retains only the 3′ end of the transcript, we performed sample normalization by using quantile normalization with log transformation in the voom package [52], but without transcript length normalization. To remove potential batch effects across the four libraries, we applied the ComBat function in the sva package [53] to the normalized and log2 transformed expression data. For genes with expression values less than 0 after Combat, or with original expression values equal to 0, we change its values to 0 after Combat correction as suggested by Kolodziejczyk et al. [54].

### Multidimensional scaling analysis

A number of factors could be invoked to explain the two groups observed in our multidimensional scaling analysis (MDS) (Fig. 1b), but they should also explain that only one group is structured according to the developmental time. 

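The mean cpm of X-linked genes over that of autosomal genes had a mean of 0.741 over the 153 embryos outside the cluster, from 0.527 to 1.14, and of 0.796 over the 97 samples inside it, from 0.5682 to 1.20. Pooled over stages, the ranges overlapped over most of their length. Within each stage the mean was higher inside the cluster. At E6 it was 0.729 outside and 0.986 inside, with 4 samples inside, and at E7 0.674 outside and 0.816 inside. The ratio of median cpm, which abundant genes move less, had a median of 0.886 and 1.00 in the same order of groups, over the 151 and 95 samples where it could be formed. The 4 genes chosen to show the sex of an embryo were roX1 (FBgn0019661, X from 3857230 to 3862697) and roX2 (FBgn0019660, X from 11579065 to 11580432), noncoding RNAs of male dosage compensation; Sxl (FBgn0264270, X from 7074550 to 7098053); and msl-2 (FBgn0005616, 2L from 3462218 to 3466112). Positions are those of Ensembl release 115. The sum of roX1 and roX2 was above 50 cpm in 128 of the 142 embryos of E2 to E8 outside the cluster, whose median was 446 cpm, and in 5 of the 72 samples of those stages inside it, whose median was 16.9 cpm. At E1, roX1 was above 10 cpm in all 11 embryos outside the cluster and in 9 of the 25 inside. The medians of Sxl and msl-2 were also lower inside the cluster at every stage. At E4 the median of Sxl was 80.5 cpm outside and 2.48 inside, and that of msl-2 8.28 and 0.905. All 4 genes were thus lower inside, so the low roX level there does not by itself mark female samples.

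**Figure D3:**
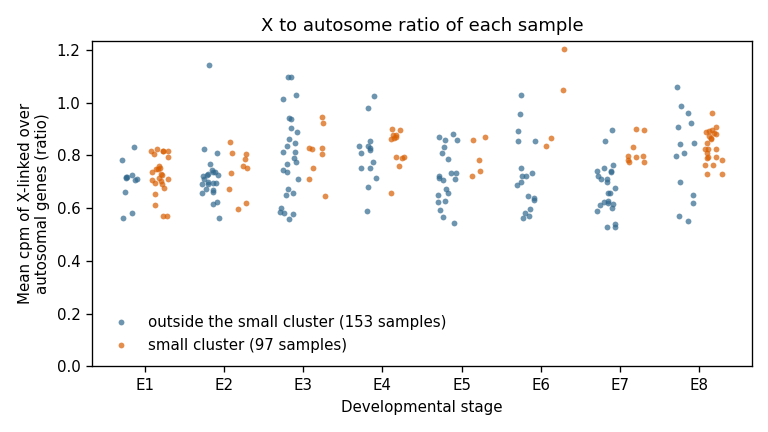
Mean cpm of X-linked over autosomal genes in each sample that passed quality control, by stage, outside the small cluster and inside it. Each point is 1 sample. Pooled over stages, the 2 groups cover much the same range, with means of 0.741 and 0.796. Within each stage the mean is higher inside the cluster.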

The obvious hypothesis that they correspond to male and female embryos does not explain that structure and is also not supported by examining X/autosome gene expression ratios (Additional file 1: Figure S17). An alternative hypothesis is that samples in the small cluster are unfertilized eggs. If an egg is not fertilized, after completion of meiosis, the development will be arrested [55], but they are visually indistinguishable. This hypothesis is confirmed by at least two lines of evidence, in addition to the lack of developmental time structure. 

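Within the small cluster, pairs of samples of the same stage had a mean Spearman's rho across genes of 0.805 and pairs of different stages 0.783, a difference of 0.0225 (one-sided permutation of stages over samples, p = 1e-04, the smallest that 10000 permutations can give). Without the 25 samples of E1, the difference over the other 72 was -0.00804 (p = 0.834 in the same permutation test). Outside the cluster the means were 0.780 and 0.6105. Between samples of E1 and E8, the mean rho was 0.738 inside the cluster and 0.511 outside. Single genes did go with labelled age inside the cluster: over those 72 samples, 535 genes had a rho below -0.5 with stage number and 253 a rho above 0.5, against at most 2 genes in 99 permutations of the stages within libraries.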

First, for expression correlation, all samples in the small cluster are highly correlated with unfertilized egg, while the correlations in the other samples gradually decrease with development (Additional file 1: Figure S3A). Second, all the samples from the small cluster are enriched with meiosis-related genes (Additional file 1: Figure S3B). Thus, we excluded the small cluster for downstream analyses, i.e., we used 150 embryos with an average of 18 individuals per developmental stage.

### Metrics of expression variability

Expression variability is generally measured by the coefficient of variation (CV) [56]. However, a gene’s CV is strongly dependent on its RNA abundance (Additional file 1: Figure S4). 

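Across genes, the coefficient of variation at each stage was correlated with mean expression over all embryos. Spearman's rho was -0.886 on average over the stages, from -0.918 to -0.843. Genes are not independent replicates, so these correlations describe the trend and were not tested.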

While this is an inherent property of time-interval counting processes (such as a Poisson process), it makes the comparison of variability between different conditions difficult [54, 57]. Distance to median (DM, the distance between the squared CV of a gene and its running median) has been proposed as a variability metric that is independent of expression level [28, 54, 57]. However, the DM is still strongly negatively correlated with the mean expression level in our data (Additional file 1: Figure S5). 

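For the distance to median, rho with mean expression over all embryos was -0.184 on average, from -0.345 at E4 to 0.0282 at E7. The windows for the running median held 50 genes and overlapped by 25.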

To avoid this dependency, we developed another variability measure, the adjusted standard deviation (adjusted SD), by calculating the ratio between observed SD and expected SD. Following the same approach as Barroso et al. [58], we performed polynomial regressions to predict the expected SD from mean expression. 

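The adjusted SD had a rho with mean expression over all embryos of -0.0827 on average over the stages. The values lay between -0.210 at E6 and -0.0101 at E1. The expected SD is predicted from that same mean, so a low rho is partly built in. Dependence on the mean expression within each stage was not measured.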

Since the adjusted SD metric works much better than DM in terms of accounting for the confounding effects of mean expression (Additional file 1: Figure S6), we adopted it as a measure of expression variability in our study. As observed in yeasts [27, 28], we found that essential genes and hubs (proteins in the center of protein-protein interaction network) have lower expression variability than other genes (Additional file 1: Figure S7), indicating selection to reduce it. This observation provides a control that we are indeed measuring biologically relevant expression variability.

Detailed calculation of expression variability is as follows:

#### Adjusted SD

For each gene, we computed the standard deviation (SD) in each stage and over all stages. Then, we fitted a polynomial model to predict the global (across all stages) SD from the global mean expression. We increased the degrees of the model until there was no more significant improvement (tested with ANOVA, *p* < 0.05 as a significant improvement). Then, based on this best-fitting model, for each gene, we computed its predicted global SD based on its global mean expression. Finally, the adjusted SD of a gene in one stage is this gene’s SD in its corresponding stage divided by its predicted global SD. This method is derived from Barroso et al. [58], but computing adjusted SD rather than adjusted variance.

#### Distance to median: the distance between the squared coefficient of variation of a gene and its running median

For each gene, we computed its squared CV in each stage and over all stages. Then, we ordered genes based on their global (across all stages) mean expression. Next, we defined a series of sliding windows of 50 genes with 25 genes overlap, starting from the lowest global mean expression. Finally, the distance to median of a gene in one stage is the stage-specific log10 squared CV minus the median of global log10 squared CV in this gene’s corresponding window. R code was modified from the DM function of the scran package [50].

### Bootstrap analysis

For each stage, we randomly sampled the same number of samples. Then, we computed the adjusted SD based on these random samples. We repeated the first two steps 500 times. Each time, we only kept the median of the adjusted SD for each stage. Thus, in each stage, we obtained 500 medians. Finally, we performed a Wilcoxon test to test the significance of the difference between the bootstrapped values of different stages.

### ChIP-seq data analysis

#### Histone modification signal datasets

The signal data files of four euchromatin histone modification marks (H3K4me3, H3K9ac, and H3K27ac) at six developmental stages (0–4 h, 4–8 h, 8–12 h, 12–16 h, 16–20 h, 20–24 h) were downloaded from modENCODE [39] (NCBI GEO: GSE16013) (March 2018). The signal is smoothed, background-subtracted tag density. The signal was precomputed along the genome in 35-bp windows.

#### Histone modification signal for promoter

For each gene, we calculated the mean signal of its proximal promoter (2 kb upstream to 2 kb downstream for transcription start site (TSS)) by using the bedtools “map” command [59]. The TSS and transcription end site (TES) information was retrieved from Ensembl release 91 [48]. For a gene with several TSS and TES, we use its mean coordinates.

#### Histone modification signal *Z* score transformation

For each modification mark in each stage, the signal value was transformed into a *Z* score by subtracting the mean signal across intergenic regions and dividing by the standard deviation signal of the intergenic regions. The intergenic region was defined by removing all proximal promoter regions and gene body regions (TSS to TES) with the bedtools “subtract” command [59]. Since the three histone modification marks are largely enriched at promoter over intergenic regions in Drosophila [39], this allows to normalize between libraries. Then, for each gene, we re-calculated the mean signal (*Z* score) of its proximal promoter (2 kb upstream to 2 kb downstream for TSS) by using the bedtools “map” command [59].

### Identification of stage specifically expressed genes

Following the same approach as previously [10], we first defined 8 stage-specific expressed artificial expression profile (Additional file 1: Figure S18A). Then, for each gene, we performed Pearson’s correlation between its real expression and this artificial expression. Finally, for each artificial expression profile, we kept genes with top 10% correlation coefficient as the corresponding stage specifically expressed genes (Additional file 1: Figure S18B).

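For each stage, the top 10% of genes by Pearson's correlation with the artificial profile were 960 genes. edgeR's quasi-likelihood test, with TMM normalization and library as a covariate, compared each stage with the mean of the others over 9606 genes and called a gene higher at an adjusted p under 0.05 and a log2 fold change above 1. Of the 960 genes of each stage, it called 950 at E1, 914 at E2, 653 at E3, 707 at E4, 944 at E5, 955 at E6, 931 at E7 and 931 at E8. The lists were chosen on the same embryos as the test, so these calls are not an independent check of them. Among all genes it called 2075 higher at E1, 1824 at E2, 1193 at E3, 965 at E4, 2261 at E5, 2119 at E6, 2173 at E7 and 2086 at E8. DESeq2's size factors in the same test moved these counts most at the early stages, to 1082 at E1 and 984 at E2.

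The gene with the highest correlation at E1 was bard (FBgn0038566, 3R from 18081048 to 18082583), with 110 ± 147 cpm (SD, n = 11) against 2.35 ± 7.58 (SD, n = 142) in the other embryos and a log2 fold change of 6.43 (SE 0.31, adjusted p = 1.32e-43 from edgeR's quasi-likelihood test); 4 of the 11 embryos lay above all others. At E2 it was dmrt11E (FBgn0030477, X from 13368191 to 13370472), with 19.0 ± 13.8 cpm (SD, n = 24) and a log2 fold change of 4.44. At E3 it was Blimp-1 (FBgn0035625, 3L from 5630983 to 5652094), with 39.4 ± 27.3 cpm (SD, n = 27) against 2.77 ± 4.66 (SD, n = 126), a log2 fold change of 4.01, and 16 of 27 embryos above all others. The gene of E4 was C901 (FBgn0021742, X from 10964032 to 10967134), at 43.6 ± 16.9 cpm (SD, n = 14) and a log2 fold change of 5.72. Cpr23B (FBgn0031467, 2L from 2838411 to 2839547) had 67.8 ± 73.2 cpm (SD, n = 21) at E5, and Takl1 (FBgn0046689, 3R from 20770828 to 20772601) 43.7 ± 20.3 cpm (SD, n = 18) at E6. Jon65Aii (FBgn0035666, 3L from 6052321 to 6053215) had 102 ± 122 cpm (SD, n = 24) at E7, with 0 embryos above all others, since 1 embryo of another stage had 868 cpm; it belongs to a family of related genes whose reads the counting could have split. CG15784 (FBgn0029766, X from 5429571 to 5432526) had 105 ± 101 cpm (SD, n = 14) at E8 and a log2 fold change of 5.46. Each of these genes had an adjusted p of 3.91e-17 or less in edgeR's quasi-likelihood test. They were chosen for the highest correlation in the same embryos, so these p-values are not an independent test.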

### Identification of hourglass expression variability genes

Similar to the stage specifically expressed gene identification approach, we correlated each gene’s variability profile with the median across all genes. 

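Over the 8 stages, the adjusted SD of 9605 genes was correlated with the medians. The top 10% held 960 genes, each with Pearson's r of 0.885 or more, and the median r over all genes was 0.663. With the 8 values of each gene permuted, the list would start at 0.515, and 32 permuted genes passed 0.885. Spearman's correlation gave a list of which 442 genes were shared. The lowest adjusted SD of a gene fell at E3 for 23.8% of genes, at E2 for 19.1%, at E4 for 18.8%, at E6 for 16.6%, at E1 for 9.66%, at E5 for 7.98%, at E8 for 2.68% and at E7 for 1.51%. The highest correlations among genes expressed at all stages were those of CG7903 (FBgn0039730, 3R from 29993475 to 29995231; r = 0.994), with an adjusted SD of 0.446 at E3 and 1.08 at E7, and Ttd14 (FBgn0284257, 2R from 18430315 to 18440475; r = 0.993), with 0.438 at E3 and 1.37 at E7. The lowest were those of CG2712 (FBgn0024975, X from 2732469 to 2734402; r = -0.813), with 1.03 at E3 and 0.300 at E8 while its mean log2 expression fell from 1.07 to 0.13, near the 0 at which low values are set, and CG6621 (FBgn0037855, 3R from 10889768 to 10893531; r = -0.806). These correlations run over 8 stages per gene and were not tested singly.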

Then, we kept genes with the top 10% correlation coefficient as the ones following the global hourglass variability profile.

### Gene Ontology enrichment analysis

We performed Gene Ontology (GO) enrichment analysis for hourglass expression variability genes by using the topGO [60] R package with the “elim” algorithm.

### Partial correlation

The R package “ppcor” [61] was used to compute Spearman’s partial correlation coefficient between histone modification signal and expression variability after controlling for the effect of promoter shape.

### Transcriptome index analysis

A “transcriptome index” [62, 63] is a weighted mean of a feature over all genes, where the weights are the expression levels of the genes at each condition (e.g., developmental stage). The transcriptome index of phastCons was calculated as:

$$ {\mathrm{TPI}}_s=\frac{\sum \limits_{i=l}^n{\mathrm{phastCons}}_i\times {e}_{is}}{\sum \limits_i^n{e}_{is}} $$

where *s* is the developmental stage, phastCons_*i*_ is the promoter sequence conservation score of gene *i*, *n* is the total number of genes, and *e*_*is*_ is the expression level (log-transformed) of gene *i* in developmental stage *s*.

### Confidence interval analysis for transcriptome index

Firstly, we randomly sampled gene IDs from each original data set 10,000 times with replacement. Then, we computed transcriptome indexes for the 10,000 samples. Finally, the 95% confidence interval is defined as the range from quantile 2.5% to quantile 97.5% of the 10,000 transcriptome indexes.

### Meiosis-related genes and transcription factors

The meiosis-related genes and transcription factors were downloaded from AmiGO [64] (May 2018).

### Individual unfertilized eggs RNA-seq data

The normalized and log-transformed expression matrix of individual unfertilized eggs was downloaded from NCBI GEO: GSE68062 [65] (May 2018).

### Promoter shape index

The promoter shape index was downloaded from [66]. (June 2019). Lower value means broader promoter.

### Essential gene annotation and protein connectivity datasets

The gene essentiality and protein connectivity datasets were downloaded from OGEE v2 [67] (March 2018).

### PhastCons score

The pre-computed sequence conservation score phastCons [32] of fly genome was downloaded from http://hgdownload.soe.ucsc.edu/goldenPath/dm3/phastCons15way/ (February 2018). Higher value means higher conservation.

### Experimentally validated core promoter regions

Experimentally validated transcription start sites (TSSs) were downloaded from the Eukaryotic Promoter Database (EPD) [31] (May 2018). For a gene with several TSSs, we selected the most representative one (the TSS that has been validated by the largest number of samples). The core promoter region was defined as 49 bp upstream TSS to 10 bp downstream of the TSS [31]. We used EPD-defined TSSs here because they are more accurate for defining core promoters, whose function is expected to be related to sequence conservation. Whereas for histone modification signal for promoter, we used Ensembl-defined TSSs to be consistent with the source of transcription end site (TES) information, and precision was less important in defining broader proximal promoters.

## Supplementary information

**Additional file 1:** **Figure S1-S18.** **Figure S1.** Relationship between uniquely mapped reads and expressed genes. **Figure S2.** Proportion of retained samples in each development stage. **Figure S3.** Evidence that the samples from the small cluster are unfertilized eggs. **Figure S4.** Relationship between average expression and coefficient of variation at each stage. **Figure S5.** Relationship between average expression and distance to median at each stage. **Figure S6.** Relationship between average expression and adjusted SD at each stage. **Figure S7**. Relationship between expression variability and protein importance. **Figure S8.** Variation of expression variability across development using alternate measures of variability. **Figure S9.** Bootstrap analysis of the variability calculation. **Figure S10.** Random sampling analysis of expression variability. **Figure S11.** Expression variability pattern for genes without maternally expressed genes. **Figure S12.** Expression variability pattern for genes expressed at all stages. **Figure S13**. Promoter sequence conservation across embryogenesis for different definitions of promoter width. **Figure S14**. Relationship between promoter shape index and histone modification signal. **Figure S15.** Relationship between promoter shape index and expression variability. **Figure S16.** Multidimensional scaling analysis for all samples. **Figure S17.** Mapping of X/autosome gene expression ratios to the multidimensional scaling analysis plot. **Figure S18.** Detection of stage specific genes.

**Additional file 2:** **Tables. S1-S13.** **Table S1-S12.** multiple test corrected *p*-values of variability (adjusted SD) comparison between any two stages. **Table S13.** RNA-seq library information.

## Data Availability

Data files and analysis scripts are available on GitHub: https://github.com/ljljolinq1010/expression-noise-across-fly-embryogenesis. Expression datasets have been deposited to the Gene Expression Omnibus with accession number GSE128370 [68].

## References

[1] Raff RA. The shape of life: genes, development, and the evolution of animal form. Chicago: University of Chicago Press. 1996.

[2] Duboule D (1994). Temporal colinearity and the phylotypic progression: a basis for the stability of a vertebrate Bauplan and the evolution of morphologies through heterochrony. Development..

[3] Irie N, Kuratani S (2011). Comparative transcriptome analysis reveals vertebrate phylotypic period during organogenesis. Nat Commun.

[4] Hu H, Uesaka M, Guo S, Shimai K, Lu T-M, Li F (2017). Constrained vertebrate evolution by pleiotropic genes. Nat Ecol Evol..

[5] Levin M, Hashimshony T, Wagner F, Yanai I (2012). Developmental milestones punctuate gene expression in the Caenorhabditis embryo. Dev Cell.

[6] Zalts H, Yanai I (2017). Developmental constraints shape the evolution of the nematode mid-developmental transition. Nat Ecol Evol.

[7] Kalinka AT, Varga KM, Gerrard DT, Preibisch S, Corcoran DL, Jarrells J (2010). Gene expression divergence recapitulates the developmental hourglass model. Nature..

[8] Galis F, Metz JA (2001). Testing the vulnerability of the phylotypic stage: on modularity and evolutionary conservation. J Exp Zool.

[9] Darwin C. The descent of man, and selection in relation to sex. Princeton: Princeton University Press. 1871.

[10] Liu J, Robinson-Rechavi M (2018). Adaptive evolution of animal proteins over development: support for the Darwin selection opportunity hypothesis of evo-devo. Mol Biol Evol.

[11] Kalinka AT, Tomancak P (2012). The evolution of early animal embryos: conservation or divergence?. Trends Ecol Evol.

[12] Frankel N, Davis GK, Vargas D, Wang S, Payre F, Stern DL (2010). Phenotypic robustness conferred by apparently redundant transcriptional enhancers. Nature..

[13] Perry MW, Boettiger AN, Bothma JP, Levine M (2010). Shadow enhancers foster robustness of Drosophila gastrulation. Curr Biol.

[14] Schor IE, Degner JF, Harnett D, Cannavò E, Casale FP, Shim H (2017). Promoter shape varies across populations and affects promoter evolution and expression noise. Nat Genet.

[15] Tirosh I, Reikhav S, Sigal N, Assia Y, Barkai N (2010). Chromatin regulators as capacitors of interspecies variations in gene expression. Mol Syst Biol.

[16] Elowitz MB, Levine AJ, Siggia ED, Swain PS. Stochastic Gene Expression in a Single Cell. Science. 2002;297(5584):1183–6.10.1126/science.107091912183631

[17] Kærn M, Elston TC, Blake WJ, Collins JJ. Stochasticity in gene expression: from theories to phenotypes. Nat Rev Genet. 2005;6(6):451–64.10.1038/nrg161515883588

[18] Raj A, van Oudenaarden A. Nature, nurture, or chance: stochastic gene expression and its consequences. Cell. 2008;135(2):216–26.10.1016/j.cell.2008.09.050PMC311804418957198

[19] Cortijo S, Aydin Z, Ahnert S, Locke JC. Widespread inter-individual gene expression variability in *Arabidopsis thaliana*. Mol Syst Biol. 2019;15(1):e8591.10.15252/msb.20188591PMC634621430679203

[20] Eling N, Morgan MD, Marioni JC (2019). Challenges in measuring and understanding biological noise. Nat Rev Genet.

[21] Becskei A, Kaufmann BB, van Oudenaarden A (2005). Contributions of low molecule number and chromosomal positioning to stochastic gene expression. Nat Genet.

[22] Waddington CH (1942). Canalization of development and genetic assimilation of acquired characters. Nature..

[23] Lehner B (2010). Genes confer similar robustness to environmental, stochastic, and genetic perturbations in yeast. PLoS One.

[24] Meiklejohn CD, Hartl DL (2002). A single mode of canalization. Trends Ecol Evol.

[25] Alpern D, Gardeux V, Russeil J, Mangeat B, Meireles-Filho ACA, Breysse R (2019). BRB-seq: ultra-affordable high-throughput transcriptomics enabled by bulk RNA barcoding and sequencing. Genome Biol.

[26] Schep AN, Adryan B (2013). A comparative analysis of transcription factor expression during metazoan embryonic development. PLoS One.

[27] Lehner B (2008). Selection to minimise noise in living systems and its implications for the evolution of gene expression. Mol Syst Biol.

[28] Newman JRS, Ghaemmaghami S, Ihmels J, Breslow DK, Noble M, DeRisi JL (2006). Single-cell proteomic analysis of S. cerevisiae reveals the architecture of biological noise. Nature..

[29] Tadros W, Lipshitz HD. The maternal-to-zygotic transition: a play in two acts. Development. 2009;136(18):3033–42.10.1242/dev.03318319700615

[30] Levin M, Anavy L, Cole AG, Winter E, Mostov N, Khair S (2016). The mid-developmental transition and the evolution of animal body plans. Nature..

[31] Dreos R, Ambrosini G, Périer RC, Bucher P (2015). The Eukaryotic Promoter Database: expansion of EPDnew and new promoter analysis tools. Nucleic Acids Res.

[32] Siepel A, Bejerano G, Pedersen JS, Hinrichs AS, Hou M, Rosenbloom K (2005). Evolutionarily conserved elements in vertebrate, insect, worm, and yeast genomes. Genome Res.

[33] Benayoun BA, Pollina EA, Ucar D, Mahmoudi S, Karra K, Wong ED (2014). H3K4me3 breadth is linked to cell identity and transcriptional consistency. Cell..

[34] Wu S, Li K, Li Y, Zhao T, Li T, Yang Y-F (2017). Independent regulation of gene expression level and noise by histone modifications. PLoS Comput Biol.

[35] Nicolas D, Zoller B, Suter DM, Naef F (2018). Modulation of transcriptional burst frequency by histone acetylation. Proc Natl Acad Sci U S A.

[36] Weinberger L, Voichek Y, Tirosh I, Hornung G, Amit I, Barkai N (2012). Expression noise and acetylation profiles distinguish HDAC functions. Mol Cell.

[37] Faure AJ, Schmiedel JM, Lehner B (2017). Systematic analysis of the determinants of gene expression noise in embryonic stem cells. Cell Syst.

[38] Xiao L, Zhao Z, He F, Du Z (2019). Multivariable regulation of gene expression plasticity in metazoans. Open Biol.

[39] Nègre N, Brown CD, Ma L, Bristow CA, Miller SW, Wagner U, et al. A cis-regulatory map of the Drosophila genome. Nature. 2011;471(7339):527–31.10.1038/nature09990PMC317925021430782

[40] Nozaki T, Yachie N, Ogawa R, Kratz A, Saito R, Tomita M. Tight associations between transcription promoter type and epigenetic variation in histone positioning and modification. BMC Genomics. 2011;12(1):416.10.1186/1471-2164-12-416PMC317030821846408

[41] Sigalova OM, Shaeiri A, Forneris M, Furlong EE, Zaugg JB. Predictive features of gene expression variation reveal mechanistic link with differential expression. Mol Syst Biol. 2020;16(8):e9539.10.15252/msb.20209539PMC741156832767663

[42] Karlić R, Chung H-R, Lasserre J, Vlahovicek K, Vingron M (2010). Histone modification levels are predictive for gene expression. Proc Natl Acad Sci U S A.

[43] Gout J-F, Kahn D, Duret L, Paramecium Post-Genomics Consortium PP-G (2010). The relationship among gene expression, the evolution of gene dosage, and the rate of protein evolution. PLoS Genet.

[44] Coronado-Zamora M, Salvador-Martínez I, Castellano D, Barbadilla A, Salazar-Ciudad I (2019). Adaptation and conservation throughout the Drosophila melanogaster life-cycle. Genome Biol Evol.

[45] Piasecka B, Lichocki P, Moretti S, Bergmann S, Robinson-Rechavi M (2013). The hourglass and the early conservation models—co-existing patterns of developmental constraints in vertebrates. PLoS Genet.

[46] Wagner GP, Booth G, Bagheri-Chaichian H. A Population Genetic Theory of Canalization. Evolution. 1997;51(2):329-47.10.1111/j.1558-5646.1997.tb02420.x28565347

[47] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics..

[48] Zerbino DR, Achuthan P, Akanni W, Amode MR, Barrell D, Bhai J (2018). Ensembl 2018. Nucleic Acids Res.

[49] Anders S, Pyl PT, Huber W (2015). HTSeq--a Python framework to work with high-throughput sequencing data. Bioinformatics..

[50] Lun ATL, McCarthy DJ, Marioni JC (2016). A step-by-step workflow for low-level analysis of single-cell RNA-seq data. F1000Res.

[51] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics..

[52] Law CW, Chen Y, Shi W, Smyth GK (2014). voom: precision weights unlock linear model analysis tools for RNA-seq read counts. Genome Biol.

[53] Johnson WE, Li C, Rabinovic A (2007). Adjusting batch effects in microarray expression data using empirical Bayes methods. Biostatistics..

[54] Kolodziejczyk AA, Kim JK, Tsang JCH, Ilicic T, Henriksson J, Natarajan KN (2015). Single cell RNA-sequencing of pluripotent states unlocks modular transcriptional variation. Cell Stem Cell.

[55] Avilés-Pagán EE, Orr-Weaver TL (2018). Activating embryonic development in Drosophila. Semin Cell Dev Biol.

[56] Raser JM, O’Shea EK (2005). Noise in gene expression: origins, consequences, and control. Science..

[57] Tung P-Y, Blischak JD, Hsiao CJ, Knowles DA, Burnett JE, Pritchard JK (2017). Batch effects and the effective design of single-cell gene expression studies. Sci Rep.

[58] Barroso GV, Puzovic N, Dutheil JY (2018). The evolution of gene-specific transcriptional noise is driven by selection at the pathway level. Genetics..

[59] Quinlan AR, Hall IM (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics..

[60] Alexa A, Rahnenfuhrer J, Lengauer T (2006). Improved scoring of functional groups from gene expression data by decorrelating GO graph structure. Bioinformatics..

[61] Kim S (2015). ppcor: an R package for a fast calculation to semi-partial correlation coefficients. Commun Stat Appl methods.

[62] Liu J, Robinson-Rechavi M (2018). Developmental constraints on genome evolution in four bilaterian model species. Genome Biol Evol..

[63] Domazet-Loso T, Tautz D (2010). A phylogenetically based transcriptome age index mirrors ontogenetic divergence patterns. Nature..

[64] Carbon S, Ireland A, Mungall CJ, Shu S, Marshall B, Lewis S (2009). AmiGO: online access to ontology and annotation data. Bioinformatics..

[65] Paris M, Villalta JE, Eisen MB, Lott SE. Sex bias and maternal contribution to gene expression divergence in Drosophila blastoderm embryos. PLoS Genet. 2015;11(10):e1005592.10.1371/journal.pgen.1005592PMC461835326485701

[66] Hoskins RA, Landolin JM, Brown JB, Sandler JE, Takahashi H, Lassmann T (2011). Genome-wide analysis of promoter architecture in Drosophila melanogaster. Genome Res.

[67] Chen W-H, Lu G, Chen X, Zhao X-M, Bork P (2017). OGEE v2: an update of the online gene essentiality database with special focus on differentially essential genes in human cancer cell lines. Nucleic Acids Res.

[68] Liu J, Frochaux M, Gardeux V, Deplancke B, Robinson-Rechavi M. Inter-embryo gene expression variability recapitulates the hourglass pattern of evo-devo. NCBI accession number GSE128370. 2020. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE128370.10.1186/s12915-020-00842-zPMC750220032950053

# Supplementary material for: Inter-embryo gene expression variability recapitulates the hourglass pattern of evo-devo
**Source:** BMC Biol. 2020 Sep 19;18:129. doi: 10.1186/s12915-020-00842-z
**Supplement:** Supplementary file 2 — Additional file 2: Tables. S1-S13. Table S1-S12. multiple test corrected p-values of variability (adjusted SD) comparison between any two stages. Table S13. RNA-seq library information.

**Table S1: variability (adjusted SD) comparison between any two stages**

Wilcoxon test, multiple test corrected *p*-values (Benjamini–Hochberg method).

| Stages | E1        | E2        | E3        | E4        | E5        | E6       | E7        |
|--------|-----------|-----------|-----------|-----------|-----------|----------|-----------|
| E2     | 3.11e-180 |           |           |           |           |          |           |
| E3     | 0.00e+00  | 6.17e-43  |           |           |           |          |           |
| E4     | 1.21e-247 | 5.24e-08  | 2.49e-16  |           |           |          |           |
| E5     | 1.06e-13  | 2.57e-118 | 4.14e-292 | 1.99e-175 |           |          |           |
| E6     | 1.93e-92  | 3.99e-17  | 2.62e-105 | 8.75e-43  | 1.14e-44  |          |           |
| E7     | 2.57e-78  | 0.00e+00  | 0.00e+00  | 0.00e+00  | 3.06e-181 | 0.00e+00 |           |
| E8     | 6.64e-268 | 0.00e+00  | 0.00e+00  | 0.00e+00  | 0.00e+00  | 0.00e+00 | 3.14e-106 |

**Table S2: promoter sequence conservation comparison between any two stages**

Wilcoxon test, multiple test corrected *p*-values (Benjamini–Hochberg method).

| Stages | E1       | E2       | E3       | E4       | E5       | E6       | E7       |
|--------|----------|----------|----------|----------|----------|----------|----------|
| E2     | 5.02e-01 |          |          |          |          |          |          |
| E3     | 1.70e-11 | 4.66e-12 |          |          |          |          |          |
| E4     | 5.57e-29 | 1.96e-28 | 4.06e-06 |          |          |          |          |
| E5     | 1.07e-35 | 7.75e-35 | 2.93e-10 | 8.85e-02 |          |          |          |
| E6     | 2.18e-37 | 3.23e-36 | 5.29e-09 | 4.19e-01 | 3.13e-01 |          |          |
| E7     | 1.89e-11 | 5.11e-12 | 7.91e-01 | 2.09e-05 | 2.13e-09 | 8.87e-08 |          |
| E8     | 2.28e-21 | 1.72e-21 | 2.18e-02 | 9.67e-03 | 7.81e-06 | 1.79e-04 | 6.34e-02 |

**Table S3: proximal promoter H3K4Me3 signal (Z score) comparison between any two stages**

Wilcoxon test, multiple test corrected *p*-values (Benjamini–Hochberg method).

| Satges | 0-4h     | 4-8h      | 8-12h     | 12-16h    | 16-20h    |
|--------|----------|-----------|-----------|-----------|-----------|
| 4-8h   | 2.39e-36 |           |           |           |           |
| 8-12h  | 3.71e-93 | 5.51e-13  |           |           |           |
| 12-16h | 6.35e-35 | 6.84e-01  | 1.28e-17  |           |           |
| 16-20h | 2.29e-09 | 6.05e-08  | 4.17e-47  | 7.73e-11  |           |
| 20-24h | 3.10e-88 | 2.08e-118 | 8.88e-197 | 1.40e-161 | 9.07e-182 |

**Table S4: proximal promoter H3K9Ac signal (Z score) comparison between any two stages**

Wilcoxon test, multiple test corrected *p*-values (Benjamini–Hochberg method).

| Satges | 0-4h      | 4-8h      | 8-12h     | 12-16h    | 16-20h   |
|--------|-----------|-----------|-----------|-----------|----------|
| 4-8h   | 1.73e-06  |           |           |           |          |
| 8-12h  | 2.17e-40  | 3.75e-16  |           |           |          |
| 12-16h | 9.49e-01  | 1.71e-07  | 2.17e-40  |           |          |
| 16-20h | 4.50e-78  | 2.03e-97  | 1.23e-171 | 1.41e-67  |          |
| 20-24h | 7.31e-145 | 3.75e-148 | 1.11e-230 | 8.16e-121 | 1.13e-28 |

**Table S5: proximal promoter H3K27Ac signal (Z score) comparison between any two stages**

Wilcoxon test, multiple test corrected *p*-values (Benjamini–Hochberg method).

| Satges | 0-4h      | 4-8h     | 8-12h     | 12-16h   | 16-20h    |
|--------|-----------|----------|-----------|----------|-----------|
| 4-8h   | 2.45e-03  |          |           |          |           |
| 8-12h  | 7.91e-141 | 2.12e-88 |           |          |           |
| 12-16h | 6.90e-01  | 1.85e-04 | 4.74e-127 |          |           |
| 16-20h | 8.98e-01  | 3.97e-03 | 6.20e-147 | 6.87e-01 |           |
| 20-24h | 2.97e-103 | 8.33e-85 | 6.08e-292 | 1.31e-57 | 1.89e-165 |

**Table S6: variability (adjusted SD) comparison between any two stages**

Here, the E1 stage also contains samples from the small clusters. 

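With the samples of the small cluster added to E1, this stage had 36 samples and a median adjusted SD of 0.685. The other stages then had 0.589 at E2, 0.557 at E3, 0.579 at E4, 0.693 at E5, 0.636 at E6, 0.943 at E7 and 0.914 at E8, since the expected SD is fitted on all samples. In Wilcoxon tests over genes against E3, the adjusted p was 2.13e-18 for E4 and 2.19e-41 for E2.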

Wilcoxon test, multiple test corrected *p*-values (Benjamini–Hochberg method).

| Stages | E1        | E2        | E3        | E4        | E5        | E6       | E7        |
|--------|-----------|-----------|-----------|-----------|-----------|----------|-----------|
| E2     | 5.49e-58  |           |           |           |           |          |           |
| E3     | 6.24e-202 | 2.55e-46  |           |           |           |          |           |
| E4     | 1.02e-96  | 1.57e-07  | 1.60e-18  |           |           |          |           |
| E5     | 9.25e-19  | 1.32e-124 | 3.41e-303 | 6.09e-175 |           |          |           |
| E6     | 2.56e-09  | 3.21e-19  | 6.02e-112 | 2.66e-43  | 1.86e-43  |          |           |
| E7     | 0.00e+00  | 0.00e+00  | 0.00e+00  | 0.00e+00  | 1.56e-163 | 0.00e+00 |           |
| E8     | 0.00e+00  | 0.00e+00  | 0.00e+00  | 0.00e+00  | 0.00e+00  | 0.00e+00 | 6.72e-104 |

**Table S7: variability (coefficient of variation) comparison between any two stages**

Wilcoxon test, multiple test corrected  $p$ -values (Benjamini–Hochberg method).

| Stages | E1       | E2       | E3        | E4       | E5       | E6       | E7       |
|--------|----------|----------|-----------|----------|----------|----------|----------|
| E2     | 9.30e-9  |          |           |          |          |          |          |
| E3     | 1.35e-25 | 5.29e-05 |           |          |          |          |          |
| E4     | 1.24e-15 | 3.32e-02 | 4.33e-02  |          |          |          |          |
| E5     | 6.79e-01 | 3.64e-08 | 1.22e-24  | 9.45e-15 |          |          |          |
| E6     | 1.70e-05 | 1.94e-01 | 1.69e-08  | 3.31e-04 | 9.93e-05 |          |          |
| E7     | 1.87e-08 | 9.49e-30 | 3.66e-60  | 9.84e-43 | 1.76e-09 | 2.14e-22 |          |
| E8     | 3.55e-28 | 3.96e-59 | 3.97e-103 | 1.39e-78 | 1.11e-31 | 1.91e-50 | 1.40e-08 |

**Table S8: variability (distance to median) comparison between any two stages**

Wilcoxon test, multiple test corrected  $p$ -values (Benjamini–Hochberg method).

| Stages | E1       | E2        | E3        | E4        | E5        | E6        | E7       |
|--------|----------|-----------|-----------|-----------|-----------|-----------|----------|
| E2     | 5.64e-51 |           |           |           |           |           |          |
| E3     | 4.83e-94 | 3.00e-04  |           |           |           |           |          |
| E4     | 3.57e-54 | 1.13e-01  | 3.90e-10  |           |           |           |          |
| E5     | 9.54e-01 | 2.03e-61  | 1.09e-119 | 4.91e-70  |           |           |          |
| E6     | 1.58e-11 | 1.82e-18  | 9.34e-52  | 3.13e-24  | 2.71e-11  |           |          |
| E7     | 2.41e-30 | 1.35e-154 | 5.48e-265 | 5.28e-203 | 3.12e-44  | 5.15e-87  |          |
| E8     | 9.09e-98 | 1.10e-251 | 0.00e+00  | 0.00e+00  | 9.77e-148 | 2.36e-210 | 1.22e-37 |

**Table S9: bootstrapped median variability comparison between any two stages**

Wilcoxon test, multiple test corrected  $p$ -values (Benjamini–Hochberg method).

| Stages | E1        | E2        | E3        | E4        | E5        | E6        | E7       |
|--------|-----------|-----------|-----------|-----------|-----------|-----------|----------|
| E2     | 1.60e-66  |           |           |           |           |           |          |
| E3     | 7.73e-99  | 3.94e-22  |           |           |           |           |          |
| E4     | 2.26e-96  | 1.38e-18  | 2.41e-18  |           |           |           |          |
| E5     | 1.14e-02  | 4.67e-134 | 1.20e-303 | 4.16e-163 |           |           |          |
| E6     | 1.50e-40  | 1.33e-27  | 2.62e-112 | 1.17e-111 | 3.11e-123 |           |          |
| E7     | 4.58e-90  | 2.51e-163 | 4.15e+00  | 4.15e-164 | 2.96e-141 | 1.05e-163 |          |
| E8     | 4.15e-139 | 1.05e-163 | 4.15e+00  | 4.15e-164 | 7.64e-159 | 1.20e-163 | 2.60e-59 |

**Table S10: Random sampling variability comparison between any two stages**

Wilcoxon test, multiple test corrected *p*-values (Benjamini–Hochberg method).

| Stages | E1       | E2       | E3       | E4       | E5       | E6       | E7       |
|--------|----------|----------|----------|----------|----------|----------|----------|
| E2     | 2.58e-48 |          |          |          |          |          |          |
| E3     | 7.50e-60 | 2.06e-03 |          |          |          |          |          |
| E4     | 7.11e-53 | 4.66e-01 | 2.17e-23 |          |          |          |          |
| E5     | 5.75e-22 | 3.13e-35 | 1.17e-62 | 9.66e-57 |          |          |          |
| E6     | 5.59e-42 | 4.44e-09 | 7.67e-50 | 7.27e-27 | 2.89e-32 |          |          |
| E7     | 6.10e-04 | 4.12e-58 | 9.24e-66 | 7.37e-65 | 1.47e-34 | 8.27e-59 |          |
| E8     | 7.37e-55 | 4.30e-66 | 4.30e-66 | 4.30e-66 | 2.47e-65 | 4.30e-66 | 6.38e-38 |

**Table S11: variability (adjusted SD) comparison between any two stages (for genes without maternally expressed genes)**

Wilcoxon test, multiple test corrected *p*-values (Benjamini–Hochberg method).

| Stages | E1        | E2        | E3        | E4        | E5        | E6        | E7       |
|--------|-----------|-----------|-----------|-----------|-----------|-----------|----------|
| E2     | 3.25e-51  |           |           |           |           |           |          |
| E3     | 4.81e-175 | 2.21e-53  |           |           |           |           |          |
| E4     | 2.46e-78  | 3.42e-05  | 2.09e-27  |           |           |           |          |
| E5     | 1.14e-05  | 4.81e-92  | 1.01e-247 | 3.48e-127 |           |           |          |
| E6     | 8.65e-07  | 1.11e-26  | 5.08e-135 | 5.46e-48  | 3.46e-22  |           |          |
| E7     | 2.31e-51  | 2.49e-227 | 0.00e+00  | 5.31e-280 | 3.03e-28  | 4.10e-98  |          |
| E8     | 1.78e-140 | 0.00e+00  | 0.00e+00  | 0.00e+00  | 2.35e-109 | 6.47e-212 | 7.64e-45 |

**Table S12: variability (adjusted SD) comparison between any two stages (for genes expressed at all stages)**

Wilcoxon test, multiple test corrected *p*-values (Benjamini–Hochberg method).

| Stages | E1        | E2        | E3        | E4        | E5        | E6       | E7        |
|--------|-----------|-----------|-----------|-----------|-----------|----------|-----------|
| E2     | 3.57e-175 |           |           |           |           |          |           |
| E3     | 3.05e-254 | 2.92e-06  |           |           |           |          |           |
| E4     | 6.57e-170 | 2.39e-01  | 7.21e-10  |           |           |          |           |
| E5     | 2.05e-17  | 3.71e-125 | 1.92e-200 | 7.95e-113 |           |          |           |
| E6     | 9.89e-105 | 1.45e-17  | 2.93e-45  | 2.38e-13  | 2.87e-52  |          |           |
| E7     | 9.01e-47  | 0.00e+00  | 0.00e+00  | 0.00e+00  | 1.97e-163 | 0.00e+00 |           |
| E8     | 3.11e-199 | 0.00e+00  | 0.00e+00  | 0.00e+00  | 0.00e+00  | 0.00e+00 | 2.19e-107 |

51 **Table S13: RNA-seq library information**

| stage        | Library E1_1        |                |
|--------------|---------------------|----------------|
|              | position in 96-well | sample barcode |
| embryo2-3h   | A2                  | AAATCA         |
| embryo2-3h   | B12                 | GTAAAA         |
| embryo2-3h   | C6                  | TATAAG         |
| embryo2-3h   | D12                 | GAAGAC         |
| embryo2-3h   | D2                  | TTACTA         |
| embryo2-3h   | D4                  | TTCATA         |
| embryo5-6h   | B10                 | GAATAT         |
| embryo5-6h   | B7                  | CATAAA         |
| embryo5-6h   | C10                 | TCTAAT         |
| embryo5-6h   | D10                 | CATCAG         |
| embryo5-6h   | D9                  | ATCGAG         |
| embryo8-9h   | A12                 | ATAGAT         |
| embryo8-9h   | A3                  | AACATA         |
| embryo8-9h   | B8                  | CTAAAA         |
| embryo8-9h   | B9                  | CTTAAT         |
| embryo8-9h   | C11                 | TGAATA         |
| embryo8-9h   | C3                  | TAATAG         |
| embryo8-9h   | C4                  | TACAAA         |
| embryo8-9h   | C5                  | TAGAAT         |
| embryo8-9h   | C8                  | TATTAC         |
| embryo8-9h   | D5                  | TTGTTA         |
| embryo8-9h   | D7                  | TTTTAG         |
| embryo11-12h | A1                  | AAACAT         |
| embryo11-12h | A11                 | ATAAGT         |
| embryo11-12h | A4                  | AAGTTA         |
| embryo11-12h | A5                  | AATATG         |
| embryo11-12h | A6                  | AATGTA         |
| embryo11-12h | A7                  | AATTTT         |
| embryo11-12h | B5                  | ATTGTT         |
| embryo11-12h | C7                  | TATCAT         |
| embryo11-12h | C9                  | TCAAAA         |
| embryo11-12h | D1                  | TTAACT         |
| embryo11-12h | D6                  | TTTATG         |
| embryo14-15h | A8                  | ACTAAA         |
| embryo14-15h | A9                  | AGAATT         |
| embryo14-15h | B1                  | ATATGA         |
| embryo14-15h | B11                 | GATTAA         |
| embryo14-15h | B4                  | ATTATC         |
| embryo14-15h | C12                 | TGTATT         |
| embryo14-15h | D11                 | CGACTT         |

|              |     |         |
|--------------|-----|---------|
| embryo14-15h | D8  | TTGGAT  |
| embryo17-18h | B2  | ATCTAT  |
| embryo17-18h | B6  | ATTTTG  |
| embryo17-18h | C1  | TAA AAC |
| embryo17-18h | C2  | TAACAA  |
| embryo20-21h | A10 | AGTATA  |
| embryo20-21h | D3  | TTATCA  |
| embryo23-24h | B3  | ATGTAA  |

| Library E1_2 |                     |                |
|--------------|---------------------|----------------|
| stage        | position in 96-well | sample barcode |
| embryo2-3h   | E10                 | CACCGG         |
| embryo2-3h   | F2                  | CCCGAG         |
| embryo2-3h   | F3                  | CCGCAG         |
| embryo2-3h   | F7                  | CGCAGG         |
| embryo2-3h   | G10                 | GCGCCA         |
| embryo2-3h   | H11                 | TGCGCG         |
| embryo2-3h   | H5                  | GGGCGA         |
| embryo2-3h   | H8                  | GTCGCG         |
| embryo5-6h   | E2                  | GTCAAG         |
| embryo5-6h   | E6                  | ACCCGG         |
| embryo5-6h   | G11                 | GCGGCT         |
| embryo5-6h   | H7                  | GGTCCC         |
| embryo8-9h   | E1                  | GGACAT         |
| embryo8-9h   | E9                  | AGGCGG         |
| embryo8-9h   | F8                  | CGCCTC         |
| embryo8-9h   | G5                  | GAGGGC         |
| embryo8-9h   | G7                  | GCCCCT         |
| embryo8-9h   | H10                 | TCGCGG         |
| embryo8-9h   | H12                 | TGGGCC         |
| embryo8-9h   | H4                  | GGGACC         |
| embryo8-9h   | H9                  | GTGGGG         |
| embryo11-12h | E5                  | CTCTCC         |
| embryo11-12h | E8                  | AGCCGC         |
| embryo11-12h | F6                  | CGACGG         |
| embryo14-15h | E12                 | CCACGC         |
| embryo14-15h | E4                  | TTGTCC         |
| embryo14-15h | E7                  | ACGCGC         |
| embryo14-15h | F10                 | CGGAGC         |
| embryo14-15h | F9                  | CGCGTG         |
| embryo14-15h | G1                  | CGTCGC         |
| embryo14-15h | G8                  | GCCGCA         |
| embryo17-18h | G4                  | GACGGG         |

|              |     |        |
|--------------|-----|--------|
| embryo17-18h | G6  | GCAGGC |
| embryo17-18h | G9  | GCCTGC |
| embryo17-18h | H1  | GCTGGG |
| embryo17-18h | H3  | GGCGCT |
| embryo17-18h | H6  | GGGGGT |
| embryo20-21h | E11 | CAGCGC |
| embryo20-21h | F1  | CCCCAC |
| embryo20-21h | F11 | CGGCTG |
| embryo20-21h | F12 | CGGGTC |
| embryo20-21h | F4  | CCGGGT |
| embryo20-21h | F5  | CCTCGG |
| embryo20-21h | G12 | GCGTGG |
| embryo20-21h | H2  | GGCACG |
| embryo23-24h | E3  | TCCAAC |
| embryo23-24h | G2  | CTCCGC |
| embryo23-24h | G3  | CTGGGC |

53

| stage      | Library E2          |                |
|------------|---------------------|----------------|
|            | position in 96-well | sample barcode |
| embryo2-3h | B6                  | ATTTTG         |
| embryo2-3h | C12                 | TGTATT         |
| embryo2-3h | D10                 | CATCAG         |
| embryo2-3h | D2                  | TTACTA         |
| embryo2-3h | D6                  | TTTATG         |
| embryo2-3h | E1                  | GGACAT         |
| embryo2-3h | E10                 | CACCGG         |
| embryo2-3h | E11                 | CAGCGC         |
| embryo2-3h | H1                  | GCTGGG         |
| embryo2-3h | H11                 | TGCGCG         |
| embryo5-6h | A11                 | ATAAGT         |
| embryo5-6h | A3                  | AACATA         |
| embryo5-6h | A4                  | AAGTTA         |
| embryo5-6h | A7                  | AATTTC         |
| embryo5-6h | A9                  | AGAATT         |
| embryo5-6h | B3                  | ATGTAA         |
| embryo5-6h | B7                  | CATAAA         |
| embryo5-6h | B8                  | CTAAAA         |
| embryo5-6h | D7                  | TTTTAG         |
| embryo5-6h | D9                  | ATCGAG         |
| embryo5-6h | E12                 | CCACGC         |
| embryo5-6h | F10                 | CGGAGC         |
| embryo5-6h | G4                  | GACGGG         |
| embryo5-6h | G9                  | GCCTGC         |

|              |     |        |
|--------------|-----|--------|
| embryo5-6h   | H7  | GGTCCC |
| embryo5-6h   | H8  | GTCGCG |
| embryo8-9h   | A10 | AGTATA |
| embryo8-9h   | A6  | AATGTA |
| embryo8-9h   | B2  | ATCTAT |
| embryo8-9h   | C10 | TCTAAT |
| embryo8-9h   | D4  | TTCATA |
| embryo8-9h   | E4  | TTGTCC |
| embryo8-9h   | E7  | ACGCGC |
| embryo8-9h   | F2  | CCCGAG |
| embryo8-9h   | G5  | GAGGGC |
| embryo8-9h   | H12 | TGGGCC |
| embryo8-9h   | H9  | GTGGGG |
| embryo11-12h | A8  | ACTAAA |
| embryo11-12h | B10 | GAATAT |
| embryo11-12h | B4  | ATTATC |
| embryo11-12h | B9  | CTTAAT |
| embryo11-12h | F11 | CGGCTG |
| embryo11-12h | F12 | CGGGTC |
| embryo11-12h | G10 | GCGCCA |
| embryo11-12h | H2  | GGCACG |
| embryo14-15h | C3  | TAATAG |
| embryo14-15h | C6  | TATAAG |
| embryo14-15h | C7  | TATCAT |
| embryo14-15h | D1  | TTAACT |
| embryo14-15h | D8  | TTGGAT |
| embryo14-15h | E9  | AGGCGG |
| embryo14-15h | G6  | GCAGGC |
| embryo14-15h | G8  | GCCGCA |
| embryo17-18h | A1  | AAACAT |
| embryo17-18h | A5  | AATATG |
| embryo17-18h | B1  | ATATGA |
| embryo17-18h | B12 | GTAAAA |
| embryo17-18h | C1  | TAAAAC |
| embryo17-18h | C8  | TATTAC |
| embryo17-18h | D5  | TTGTTA |
| embryo17-18h | E2  | GTCAAG |
| embryo17-18h | E5  | CTCTCC |
| embryo17-18h | F1  | CCCCAC |
| embryo17-18h | F6  | CGACGG |
| embryo17-18h | G2  | CTCCGC |
| embryo20-21h | A2  | AAATCA |
| embryo20-21h | C4  | TACAAA |

|              |     |        |
|--------------|-----|--------|
| embryo20-21h | E6  | ACCCGG |
| embryo20-21h | F3  | CCGCAG |
| embryo20-21h | F5  | CCTCGG |
| embryo20-21h | F8  | CGCCTC |
| embryo20-21h | G1  | CGTCGC |
| embryo20-21h | G11 | GCGGCT |
| embryo20-21h | H10 | TCGCGG |
| embryo23-24h | A12 | ATAGAT |
| embryo23-24h | B11 | GATTAA |
| embryo23-24h | B5  | ATTGTT |
| embryo23-24h | C11 | TGAATA |
| embryo23-24h | C2  | TAACAA |
| embryo23-24h | C5  | TAGAAT |
| embryo23-24h | C9  | TCAAAA |
| embryo23-24h | D11 | CGACTT |
| embryo23-24h | D12 | GAAGAC |
| embryo23-24h | D3  | TTATCA |
| embryo23-24h | E3  | TCCAAC |
| embryo23-24h | E8  | AGCCGC |
| embryo23-24h | F4  | CCGGGT |
| embryo23-24h | F7  | CGCAGG |
| embryo23-24h | F9  | CGCGTG |
| embryo23-24h | G12 | GCGTGG |
| embryo23-24h | G3  | CTGGGC |
| embryo23-24h | G7  | GCCCCT |
| embryo23-24h | H3  | GGCGCT |
| embryo23-24h | H4  | GGGACC |
| embryo23-24h | H5  | GGGCGA |
| embryo23-24h | H6  | GGGGGT |

54

| Library E3 |                     |                |
|------------|---------------------|----------------|
| stage      | position in 96-well | sample barcode |
| embryo2-3h | A10                 | AGTATA         |
| embryo2-3h | A12                 | ATAGAT         |
| embryo2-3h | A7                  | AATTTC         |
| embryo2-3h | A8                  | ACTAAA         |
| embryo2-3h | B2                  | ATCTAT         |
| embryo2-3h | C1                  | TAAAAC         |
| embryo2-3h | C8                  | TATTAC         |
| embryo2-3h | C9                  | TCAAAA         |
| embryo2-3h | D3                  | TTATCA         |
| embryo2-3h | F11                 | CGGCTG         |

|              |     |        |
|--------------|-----|--------|
| embryo2-3h   | F4  | CCGGGT |
| embryo2-3h   | F5  | CCTCGG |
| embryo2-3h   | G12 | GCGTGG |
| embryo2-3h   | G4  | GACGGG |
| embryo2-3h   | H9  | GTGGGG |
| embryo5-6h   | A2  | AAATCA |
| embryo5-6h   | B1  | ATATGA |
| embryo5-6h   | B9  | CTTAAT |
| embryo5-6h   | D1  | TTAACT |
| embryo5-6h   | D4  | TTCATA |
| embryo5-6h   | D5  | TTGTTA |
| embryo5-6h   | D6  | TTTATG |
| embryo5-6h   | E4  | TTGTCC |
| embryo5-6h   | F12 | CGGGTC |
| embryo5-6h   | G2  | CTCCGC |
| embryo5-6h   | G3  | CTGGGC |
| embryo5-6h   | G7  | GCCCCT |
| embryo5-6h   | H10 | TCGCGG |
| embryo8-9h   | B3  | ATGTAA |
| embryo8-9h   | D7  | TTTTAG |
| embryo8-9h   | E12 | CCACGC |
| embryo8-9h   | F8  | CGCCTC |
| embryo8-9h   | H1  | GCTGGG |
| embryo11-12h | A1  | AAACAT |
| embryo11-12h | A9  | AGAATT |
| embryo11-12h | B11 | GATTAA |
| embryo11-12h | B8  | CTAAAA |
| embryo11-12h | C5  | TAGAAT |
| embryo11-12h | F1  | CCCCAC |
| embryo11-12h | F3  | CCGCAG |
| embryo11-12h | F7  | CGCAGG |
| embryo11-12h | H4  | GGGACC |
| embryo14-15h | A5  | AATATG |
| embryo14-15h | B4  | ATTATC |

|              |     |        |
|--------------|-----|--------|
| embryo14-15h | C10 | TCTAAT |
| embryo14-15h | C3  | TAATAG |
| embryo14-15h | F10 | CGGAGC |
| embryo14-15h | F2  | CCCGAG |
| embryo14-15h | G10 | GCGCCA |
| embryo14-15h | H2  | GGCACG |
| embryo14-15h | H5  | GGGCGA |
| embryo17-18h | D11 | CGACTT |
| embryo17-18h | E11 | CAGCGC |
| embryo17-18h | E3  | TCCAAC |
| embryo17-18h | E9  | AGGCGG |
| embryo17-18h | F9  | CGCGTG |
| embryo17-18h | H11 | TGCGCG |
| embryo17-18h | H12 | TGGGCC |
| embryo17-18h | H3  | GGCGCT |
| embryo20-21h | A11 | ATAAGT |
| embryo20-21h | A3  | AACATA |
| embryo20-21h | A4  | AAGTTA |
| embryo20-21h | B10 | GAATAT |
| embryo20-21h | B5  | ATTGTT |
| embryo20-21h | B6  | ATTTTG |
| embryo20-21h | B7  | CATAAA |
| embryo20-21h | C2  | TAACAA |

|                  |     |        |
|------------------|-----|--------|
| embryo20-<br>21h | C4  | TACAAA |
| embryo20-<br>21h | D2  | TTACTA |
| embryo20-<br>21h | D9  | ATCGAG |
| embryo20-<br>21h | E2  | GTCAAG |
| embryo20-<br>21h | E5  | CTCTCC |
| embryo20-<br>21h | E6  | ACCCGG |
| embryo20-<br>21h | E7  | ACGCGC |
| embryo20-<br>21h | E8  | AGCCGC |
| embryo20-<br>21h | G11 | GCGGCT |
| embryo20-<br>21h | G6  | GCAGGC |
| embryo20-<br>21h | G9  | GCCTGC |
| embryo20-<br>21h | H7  | GGTCCC |
| embryo23-<br>24h | A6  | AATGTA |
| embryo23-<br>24h | B12 | GTAAAA |
| embryo23-<br>24h | C11 | TGAATA |
| embryo23-<br>24h | C12 | TGTATT |
| embryo23-<br>24h | C6  | TATAAG |
| embryo23-<br>24h | C7  | TATCAT |
| embryo23-<br>24h | D10 | CATCAG |
| embryo23-<br>24h | D12 | GAAGAC |
| embryo23-<br>24h | D8  | TTGGAT |
| embryo23-<br>24h | E1  | GGACAT |
| embryo23-<br>24h | E10 | CACCGG |

55  
56  
57

|                  |    |        |
|------------------|----|--------|
| embryo23-<br>24h | F6 | CGACGG |
| embryo23-<br>24h | G1 | CGTCGC |
| embryo23-<br>24h | G5 | GAGGGC |
| embryo23-<br>24h | G8 | GCCGCA |
| embryo23-<br>24h | H6 | GGGGGT |
| embryo23-<br>24h | H8 | GTCGCG |

How the deposited data were processed for this re-analysis (not part of the article)

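Gene expression was measured by BRB-seq in 288 single fly samples of 8 stages. The authors mapped the reads, counted them on genes with HTSeq on the BDGP6 genome with Ensembl release 91, and deposited a table of raw counts, without normalization. All values here start from those counts; the reads were not used. Sample stages and libraries were taken from the labels and the paper. For 1 sample of E7 the labels give conflicting ages, and its stage was kept from its title.

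Quality control used the paper's limits of 300000 reads, taken as the sum of the counts on protein-coding genes, and 4500 genes with a count above 0. Genes were kept at a mean cpm above 1 (edgeR 4.0.16), which left 9606. Normalization used quantiles in voom (limma 3.58.1) and ComBat over the 4 libraries with no covariate (sva 3.50.0), in R 4.3.3. Protein-coding genes came from Ensembl release 115, a later release than that of the study. The small cluster of Fig. 1b was delimited by its red lines, and the correlation behind the scaling was the one whose numbers per stage came closer to those of Fig. 2. That choice looks at the study's numbers, not at the variability. The samples of the cluster were not compared with the others as a condition.

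Stages were compared by a two-sided permutation test over embryos with 100000 resamples and Benjamini-Hochberg adjustment over 9 comparisons, in addition to the paper's Wilcoxon tests over genes. The permutation test used the single value of each embryo, while the differences printed with it are those of the stage medians over genes. Bootstraps and draws of 8 embryos used 100 draws each. Stage-specific genes were tested with edgeR's quasi-likelihood test, with DESeq2 1.42.0 as an alternative. The named genes were, by a rule set before the data were examined, the gene with the highest correlation with each stage's profile, the 2 highest and the 2 lowest correlations with the median profile, and roX1, roX2, Sxl and msl-2. The genes SdhD and Oda were chosen after their values were seen.

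The calculations were tested on simulated data. In a table of 3000 genes, 200 of 200 changed genes were recovered with 0 false calls. At equal spread, the simulated median MAD was 0.5572 at E1 with 11 embryos and 0.5968 at E3 with 27, so comparisons of the MAD between E1 and E3 favour E1, and the MAD was also computed with 8 embryos per stage.

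The depth of the embryos used, from 377740 to 24787342 counts, differs between stages and adds counting noise to low genes; thinning each embryo to 300000 counts is the check on this. Alternatives covered the sample set, the scaling distance, batch correction, normalization, gene filters, the expected SD, the measure of spread, depth, the number of embryos and the libraries. Histone marks, sequence conservation, promoter shape, essential and hub genes, gene ontology, unfertilized egg data and maternal genes were not analysed here.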

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

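The tests in this part were chosen after the results were seen. Among the 72 samples of the small cluster collected at E2 to E8, which the paper sets aside, 788 genes had a Spearman's rho with stage number below -0.5 or above 0.5. Of 100 splits, with the stages permuted within libraries and the real one included, 1 gave as many. With each sample thinned to 300000 counts 717 genes passed, which argues against depth. Genes chosen in the 35 samples of the library E2 went the same way in at least 91.0% of cases in each of the other libraries, which argues against a library batch. Of the 253 rising genes, 11.1% also rose with age in the embryos outside the cluster, which argues against RNA of developing embryos in these samples; of the 535 falling genes, 75.5% also fell there, where 58.4% of all genes fell. SdhD (FBgn0039112, 3R from 23759483 to 23760600) had a median of 480 cpm at E2 and 112 cpm at E8, and Oda (FBgn0014184, 2R from 12166295 to 12174264) 350 cpm and 1343 cpm. As a hypothesis, RNA in these samples may change with time after laying without development, as by unequal decay. Quality of the RNA at collection was not tested and stays open.

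In the groups of 4 to 10 cluster samples, 25 combinations of a stage and a measure of sex were examined, and in 4 of them 1 sample lay far from the others, where chance gives about 1.25. At E5, 1 sample had 11.8 cpm of roX1 against 4.70 for the next. At E7, the same sample had 238 cpm of roX1 against 39.8 and 6.20 cpm of msl-2 against 1.50, and another had 29.8 cpm of Sxl against 14.9. In the E7 embryos outside the cluster the median was 60.1 cpm of roX1, with an upper quartile of 251, 23.4 cpm of Sxl and 1.28 cpm of msl-2, with an upper quartile of 4.80, so the 2 E7 samples reached levels seen in those embryos. A candidate explanation for the E7 sample is RNA of a developing embryo. Its rho with the mean of the cluster exceeded its rho with the mean of the E7 embryos outside by 0.2497, within the range of 0.206 to 0.288 of the 9 samples, and a small share of such RNA cannot be told apart from none by this measure. No biological explanation was tested.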

How the results depend on the processing

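The alternatives were set before the data were examined, except 3 with the MAD (without the zero step, with 8 embryos per stage and with thinning), 1 over the embryos most alike to the mean of their own stage and 1 with the roX level regressed out within stages, which were chosen after. No paired analysis was possible because each embryo is a separate animal and the stages share no replicate numbers. The lower median adjusted SD of E3 against E5, E7 and E8 kept its direction and its side of the threshold in all 32 alternatives, of which 28 were judged by the permutation test over embryos, 2 with 8 embryos per stage by the share of 100 draws with the opposite sign, and 2 with other metrics by Wilcoxon tests over genes. Over the 28, the differences ranged from -0.324 to -0.0921 for E5, from -0.4996 to -0.214 for E7 and from -0.460 to -0.209 for E8. Of these 28, 4 leave the stage medians as they are. In the other 24 the lowest stage was E3 in 15, E2 in 5, E4 in 2 and E1 in 2. The 15 include the set of all 288 samples, which adds samples that failed quality control to every stage except E3. Unless a value or the construction of the alternative shows it, the cause of a change was not tested.

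Over all samples that passed quality control, E3 minus E1 was 0.00706, E3 minus E4 -0.143 (now past the threshold) and E6 minus E5 0.00879; over all 288 samples E3 minus E1 was -0.111 (no longer past it), E3 minus E4 -0.291, E6 minus E5 0.0779 and E6 minus E7 0.0515. These sets include the small cluster, and the set of 288 samples also adds failed samples to every stage except E3.

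With the MAD, E3 minus E1 was -0.0171, E3 minus E2 0.0655 and E6 minus E5 -0.0781; with the interquartile range they were -0.0434, 0.0541 and -0.0774, and E3 minus E4 was 0.00885. The MAD without the zero step gave -0.0564, 0.0419 and -0.0632, the MAD with thinning 0.0135, 0.0663 and -0.0707 with E6 minus E7 at -0.152, and the MAD with 8 embryos -0.0665, 0.0453 and -0.0578 with E3 minus E6 at -0.0640. With 8 embryos and the SD, E3 minus E6 was -0.0898 and E6 minus E5 -0.0593; the threshold for the designs with 8 embryos is a share of 0.05 of the draws, not a permutation p.

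With each embryo thinned, E3 minus E4 was 0.000491 and E6 minus E5 -0.0206. E6 minus E5 was no longer past the threshold at -0.0561 without batch correction, -0.0328 with TMM and -0.0598 without the zero step. The same held at -0.0665 for a mean cpm above 10, -0.0604 over genes expressed at all stages and -0.0566 over autosomal genes. It held at -0.0753 with the SD within stages, -0.0605 without the library E1_2, -0.0590 without E2 and -0.0641 without E3. With the root mean square, which changes the test and leaves E6 minus E5 at -0.0592, it was also no longer past the threshold. E3 minus E6 was no longer past it at -0.0330 for a mean cpm above 10, -0.0388 for genes expressed at all stages and -0.0485 without the library E2. E3 minus E4 passed it at -0.0821 without the library E1_2, and was 0.0361 without the library E3. It also passed the threshold in the test on the difference of medians over embryos, which were 0.331 at E3 and 0.393 at E4. That setting changes the test and leaves E3 minus E4 at -0.0206. E3 minus E2 was 0.0427 without the library E2. With the coefficient of variation, E3 minus E2 was -0.0336, and with the distance to median -0.0100, and E3 minus E4 -0.0789; these are past the threshold in a Wilcoxon test over genes, not in the test over embryos.

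Over the 119 embryos most alike to their own stage, E3 minus E1 was 0.116 and E3 minus E2 0.0347, neither past the threshold, and E6 minus E5 at -0.0313 and E6 minus E7 at -0.0902 were no longer past it. With the roX level regressed out, E6 minus E5 was no longer past it at -0.0563.

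With each embryo left out in turn, E3 minus E1 ranged from -0.205 to -0.0534, E3 minus E2 from -0.0688 to 0.0140, E3 minus E4 from -0.0591 to 0.00127 and E6 minus E5 from -0.0828 to -0.0481.

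Genes higher at E1 numbered 2075, and 1082 with DESeq2's size factors in edgeR, 1090 with DESeq2's Wald test and 1373 over all samples that passed quality control. At E2 the number was 1824, and 984, 983 and 1154 in the same order, with 2990 at a log2 fold change above 0; at E3 it was 1193, and 2762 at a log2 fold change above 0. All 1082 genes at E1 and 984 at E2 under DESeq2's size factors were also called with TMM. These size factors moved the median log2 fold change of all genes from 0.02 to -0.44 at E1 and from -0.09 to -0.55 at E2. They moved the share of higher among all calls from 54.6% to 31.2% at E1 and 38.4% to 21.2% at E2. The share went from 66.0% to 79.3% at E5, 52.0% to 66.8% at E6 and 64.9% to 77.9% at E8. Over all samples that passed quality control, the share was 30.4% at E1, 86.3% at E5 and 53.6% at E8. So the direction of the balance at E1 depends on the scaling and on the sample set. The 8 named stage genes kept their calls in every alternative run for them. The X to autosome ratio had a median of 0.752 from mean cpm over the 250 samples that passed quality control, and of 0.970 from median cpm over the 246 of them where that ratio could be formed.

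Depth limits E8 most, where the median embryo had 1850355 counts.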

Differences from the paper's values

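The number of samples kept was 250 against the paper's 239, the genes 9606 against the paper's 8004, the embryos outside the small cluster 153 against the paper's 150 and the samples inside it 97 against the paper's 89. None of these, nor any stage median read by eye from Fig. 2, differed by more than 1.5 times. With a count of at least 5 for an expressed gene, 213 samples were kept, and with a mean log2 cpm above 0, 8723 genes were kept; none of the alternatives set before the data were examined gave the paper's numbers of samples or genes.

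The figure of the study shows the highest variability at E8, with medians of about 0.95 at E8 and about 0.85 at E7 in Fig. 2, read by eye, where 0.935 and 0.965 were found here. E7 lay below E8 in 31 of 100 bootstrap draws, which lower the SD more at E8, the stage with fewer embryos. Leaving out any 1 of 3 embryos, the 3 highest of E7 and all most alike to E1, put E7 at 0.9313, 0.9334 or 0.9346, below the 0.9348 of E8, so their order here hangs on single embryos. Of the alternatives set before the data were examined, E8 lay above E7 over all samples that passed quality control, over all 288 samples and without the library E2, and not in the other alternatives that give stage medians for whole sets of embryos; over the 119 embryos most alike to their own stage, an alternative chosen after the values were seen, E8 at 0.839 lay above E7 at 0.7597.

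The paper states that stages other than E4 are robust to the choice of embryos and, from its bootstrap, proposes a minimum that extends over E3 and E4. In the bootstrap here, E2 was the lowest stage in 27 of 100 draws, close to the 28 of E4. Draws with replacement lower the SD more in stages with few embryos, so these counts favour E4 over E3. The paper describes a minimum at E3 with equal numbers of embryos, where E3 was lowest in 45 and E2 in 43 of 100 draws here.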

Other observations

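The tests in this part that separate single stages, and those on embryos alike to another stage, on roX levels, on the small cluster and on genes called higher, were chosen after the results were seen; the others were set before. The lower adjusted SD of E3 was set against 6 technical explanations. Depth was to count as the cause if E3 was no longer lowest after thinning, and by that measure it was met by the narrowest margin: E4 fell below E3 by 0.000491, a difference that was also within the spread between embryos before thinning, so depth and a true order of E3 and E4 cannot be told apart. Against E1, E5, E6, E7 and E8, the differences kept at least 0.680 of their size, which argues against depth as their cause.

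Outlying embryos were expected to shrink the differences to E1, E2 and E8 under 0.5 of their size when the MAD replaced the SD. The difference to E8 kept 0.618, and those to E5, E6, E7 and E8 at least 0.588, which argues against a few embryos as the whole cause. The difference to E1 kept only 0.103 and that to E2 turned to -2.16 of its size, the reverse direction. With 8 embryos per stage, which removes the bias of the MAD in small groups, the difference to E1 kept 0.349. So a few outlying embryos may account for most of the excess of E1 over E3. Between E2 and E3 the order depends on the measure of spread: with the MAD and the interquartile range E2 lay below E3, by 0.0655 and 0.0541 (each with an adjusted p = 0.0982 in the permutation test over embryos). Of the 3 variants of the MAD chosen after the values were seen, thinning put this past the threshold (0.0663, adjusted p = 0.0177), leaving out the zero step did not (0.0419, adjusted p = 0.143), and with 8 embryos E2 was lowest in 78 of 100 draws against 15 for E3. The number of embryos at E1, 11, limits this.

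Within stage and library, without ComBat, E3 stayed lowest by 0.0350 against E4, a margin within the spread between embryos (adjusted p = 0.301 in the permutation test), and without the library E2 the lowest stage was E2 and without the library E3 it was E4, so batch cannot be told apart from a true order of E2, E3 and E4. Within stage and library, the differences to E1, E5, E7 and E8 kept at least 0.953 of their size and stayed past the threshold, which argues against batch as their cause. The difference to E6 kept 0.730 of its size (adjusted p = 0.0466 in the permutation test) and was no longer past the threshold without the library E2. Batch as a part of that difference stays open.

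Graded age and mixed sexes stay open. With the axis between neighbouring stages removed, the differences kept at least 1.01 of their size, but this axis held less than an even share of the variance in 6 of the 8 stages, 2.28% at E8 and 3.27% at E7, so its removal moves little there. Embryos most alike to a neighbouring stage were 3 of 11 at E1, 0 of 24 at E2, 1 of 27 at E3, 0 of 14 at E4, 6 of 21 at E5, 2 of 18 at E6, 5 of 24 at E7 and 5 of 14 at E8, which goes with more age spread in the variable stages. Over autosomal genes the differences kept at least 1.05 of their size, which decides nothing since 8043 of the genes are autosomal. With the roX level regressed out within stages, those to E5, E7 and E8 kept at least 0.803, but no embryo has a known sex, so how far roX marks it is not known. A biological difference in variability between E3 and the stages from E5 to E8 stays open beside these.

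Of the 153 embryos, 119 were most alike to the mean of their labelled stage, 22 to a neighbouring stage and 12 to a stage farther away. The 12 hold the embryos with the highest deviations of 5 stages. At E1, the embryo with 0.954, whose removal moves E3 minus E1 from -0.166 to -0.0534, was most alike to E6 (rho 0.848 against 0.546 with its own stage), and the next, with 0.651, to E4. At E2 the 2 highest, with 0.880 and 0.8001, were most alike to E5, and at E3 the highest, with 0.695, to E1. At E7 the 4 highest, with 1.03, 1.06, 1.09 and 1.11, were most alike to E1, as were the 2 highest at E8, both with 1.05, and 1 more at E7 was most alike to E5. Over the 119 embryos most alike to their own stage, the differences of E3 to E5, E7 and E8 kept at least 0.544 of their size and stayed past the threshold, which argues against embryos alike to another stage as their whole cause. The difference to E1 turned to -0.700 and that to E2 to -1.14 of its size, the reverse direction, so such embryos may account for the excess of E1 and E2 over E3. E1 then has 6 embryos, and leaving out embryos by their expression itself lowers the spread. Of the 12 embryos, those of E7 with 1.06, 1.09 and 1.11 had 722986, 377740 and 632569 counts, and 5461, 4509 and 4600 genes with a count. The 2 highest of E8 had 467513 and 1009240 counts, while the rest of the 12 had 2259172 or more. Whether the 12 are mislabelled, arrested, unfertilized or of low quality was not tested.

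Genes called higher in a stage were far more than in other splits of the samples. With the stages permuted within libraries on 1500 genes, 1 of 21 splits, the real one, gave as many calls over the stages, 2293 against at most 72.

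In the small cluster, samples of the same stage were more alike than others. Without E1 the difference of rho was -0.00804, consistent with samples of E1 inside the cluster that differ from the rest of it.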
